# Screening for long noncoding RNAs associated with oral squamous cell carcinoma reveals the potentially oncogenic actions of DLEU1

**DOI:** 10.1038/s41419-018-0893-2

**Published:** 2018-08-01

**Authors:** Koyo Nishiyama, Reo Maruyama, Takeshi Niinuma, Masahiro Kai, Hiroshi Kitajima, Mutsumi Toyota, Yui Hatanaka, Tomohiro Igarashi, Jun-ichi Kobayashi, Kazuhiro Ogi, Hironari Dehari, Akihiro Miyazaki, Akira Yorozu, Eiichiro Yamamoto, Masashi Idogawa, Yasushi Sasaki, Tamotsu Sugai, Takashi Tokino, Hiroyoshi Hiratsuka, Hiromu Suzuki

## Abstract

Recent studies have shown that long noncoding RNAs (lncRNAs) have pivotal roles in human malignancies, although their significance in oral squamous cell carcinoma (OSCC) is not fully understood. In the present study, we identified lncRNAs functionally associated with OSCC. By analyzing RNA-seq datasets obtained from primary head and neck squamous cell carcinoma (HNSCC), we identified 15 lncRNAs aberrantly expressed in cancer tissues. We then validated their expression in 18 OSCC cell lines using qRT-PCR and identified 6 lncRNAs frequently overexpressed in OSCC. Among those, we found that knocking down DLEU1 (deleted in lymphocytic leukemia 1) strongly suppressed OSCC cell proliferation. DLEU1 knockdown also suppressed migration, invasion, and xenograft formation by OSCC cells, which is suggestive of its oncogenic functionality. Microarray analysis revealed that DLEU1 knockdown significantly affects expression of a number of cancer-related genes in OSCC cells, including HAS3, CD44, and TP63, suggesting that DLEU1 regulates HA-CD44 signaling. Expression of DLEU1 was elevated in 71% of primary OSCC tissues, and high DLEU1 expression was associated with shorter overall survival of HNSCC patients. These data suggest that elevated DLEU1 expression contributes to OSCC development, and that DLEU1 may be a useful therapeutic target in OSCC.

## Introduction

In recent years, there have been 300,000 new cases of oral cancer (2.1% of all cancers) and 145,000 deaths from the disease (2.1% of all cancers), worldwide^1^. Approximately 90% of oral cancers are histopathologically classified as squamous cell carcinoma^2^. For treatment of oral cancer, a multidisciplinary approach combining surgery, chemotherapy and radiation therapy is recommended^3^. These treatments are effective against early cancers, but are often unsatisfactory with advanced or recurrent cancers. As a result the 5-year survival rate among oral cancer patients is only about 50%^4^. In cases of inoperable or chemotherapy-resistant oral cancer, the efficacy of molecular targeted drugs, including cetuximab, a monoclonal antibody against EGFR, has been reported^5,6^. However, it is also well documented that cetuximab is less effective in cancers with *KRAS* mutations, and discovery of new therapeutic targets in oral cancer is needed^7^.

Recent genome and transcriptome analyses revealed that only 2% of the genome is translated into protein. A portion of the remaining DNA is transcribed into a large number of noncoding RNAs^8^. Long noncoding RNAs (lncRNAs) are synthesized by RNA polymerase II and share many of the biological characteristics of mRNA, though they do not encode proteins^9^. Nonetheless, evidence indicates lncRNAs have pivotal roles in human malignancies. For example, elevated expression of the lncRNA HOTAIR is strongly associated with metastasis and poor prognosis in various malignancies, including breast and gastrointestinal cancers^10,11^. In addition, HOTAIR induces epigenetic silencing of metastasis suppressor genes by recruiting Polycomb repressive complex 2 (PRC2) within cancer cells^10^. Similarly, TUG1 is overexpressed in glioma cells, where it interacts with PRC2 to suppress differentiation-associated genes^12^. Conversely, MEG3 reportedly acts as a tumor suppressor, and its expression is downregulated in various tumors, including meningioma, glioma, and gastric cancer^13^.

Dysregulation of lncRNAs has also been implicated in oral tumorigenesis. Several groups have reported that increased HOTAIR expression is associated with invasion, metastasis and stemness in oral squamous cell carcinoma (OSCC) cells^14,15^. TUG1 also reportedly promotes OSCC progression by activating Wnt/β-catenin signaling^16^. Decreased expression of MEG3 is associated with a poor prognosis in oral cancer, which consistent with the observation that MEG3 inhibits OSCC cell growth and metastasis by suppressing Wnt/β-catenin signaling^17,18^. That said, our knowledge about the role of lncRNA in oral cancer remains limited. In the present study, we aimed to identify lncRNAs that have a role in the development of OSCC. By comprehensively analyzing transcriptome datasets, we identified a series of lncRNAs overexpressed in OSCC. We then performed functional screening of the candidate lncRNAs and identified DLEU1 (deleted in lymphocytic leukemia 1) as a novel OSCC-related lncRNA. We show that elevated expression of DLEU1 likely promotes OSCC development and progression, and that DLEU1 could be a useful new therapeutic target in OSCC.

## Results

### Screening for aberrantly expressed lncRNAs in OSCC

To identify lncRNAs associated with the development or progression of OSCC, we first used RNA-seq data obtained from primary HNSCC tissues in the TCGA network study (Fig. 1a). Because lncRNA genes often have multiple splice variants, we analyzed the expression levels of respective exons of the genes. We first compared the expression levels of 239,322 exons between cancer tissues (*n* = 458) and normal tissues (*n* = 72). We found that expression levels of 49,503 exons are significantly higher in cancerous than normal tissues (*P* < 1 × 10^−5^), while expression of 8724 exons is lower in cancer tissues (*P* < 1 × 10^−5^). By comparing these results with the lncRNA database, we found that the expression levels of 861 exons encoding lncRNAs are increased in cancer tissues, while levels of 155 exons are decreased (Fig. 1a)^19^. From among these, we selected 36 exons, corresponding to 15 lncRNA genes that were significantly upregulated in cancer (*P* < 1 × 10^−35^) and assessed their expression levels in a series of 18 OSCC cell lines and normal tongue tissues. qRT-PCR analysis revealed that 14 of the 15 lncRNAs were upregulated in multiple OSCC cell lines as compared to normal tissue (Supplementary Fig. 1). Expression of 6 lncRNAs (DLEU1, LINC00941, LINC00460, TCONS_00015845, TCONS_00025137, and TCONS_00005474) was significantly elevated in a majority of the OSCC cell lines, and we selected these lncRNAs for further analysis (Fig. 1b).

**Fig. 1:**
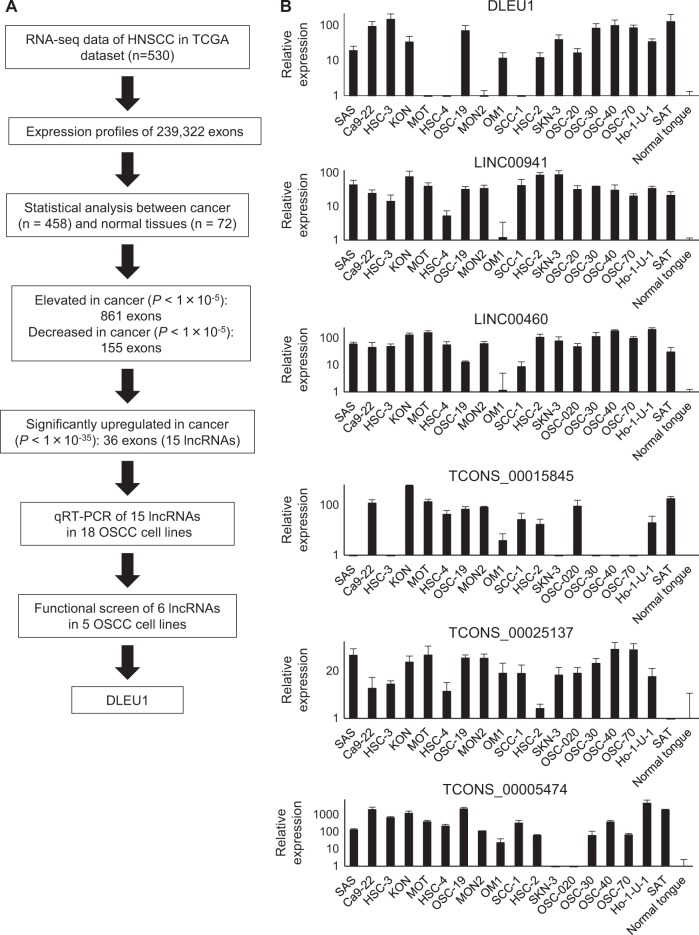
Screening for aberrantly expressed lncRNAs in OSCC. **a** Workflow of the screening to identify lncRNAs associated with OSCC. **b** Results of qRT-PCR for the 6 selected lncRNAs in 18 OSCC cell lines and a specimen of normal tongue. Results are normalized to the expression levels in normal tongue. Shown are means of three replications; error bars represent SDs

### Effects of lncRNA knockdown on OSCC cell proliferation

To evaluate the functional importance of the identified lncRNAs, we first assessed whether knocking down expression of these lncRNAs affected OSCC cell proliferation (Fig. 2a). We found that siRNAs targeting DLEU1, LINC00941, TCONS_00015845, and TCONS_00025137 all significantly suppressed proliferation of Ca9-22 and MOT cells. DLEU1 knockdown had the strongest suppressive effect on growth in all cell lines tested. We therefore designed an additional siRNA targeting DLEU1 and confirmed that both siRNAs (siDLEU1-1 and siDLEU1-2) markedly diminished DLEU1 expression (Fig. 2b). Cell viability assays showed that knocking down DLEU1 expression with either of the two siRNAs significantly suppressed proliferation of HSC-3, KON, Ca9-22, and MOT cells (Fig. 2c, Supplementary Fig. 2). Notably, DLEU1 knockdown not only suppressed KON cell proliferation, it also significantly decreased cell viability 96 h after transfection. This suggests DLEU1 knockdown induced KON cell death (Fig. 2c).

**Fig. 2:**
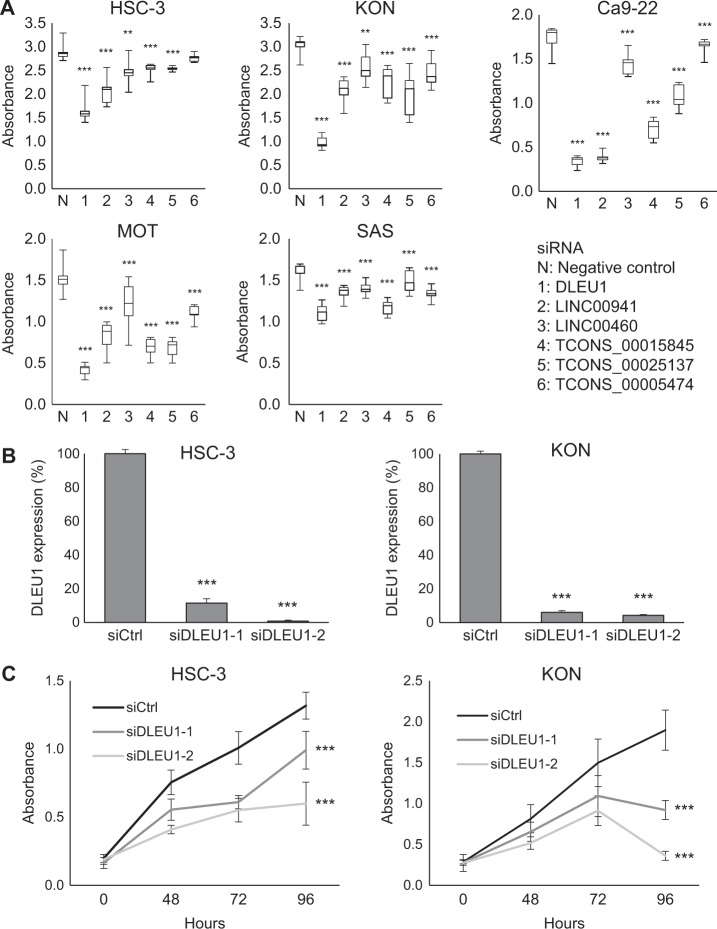
Effects of lncRNA knockdown on OSCC cell proliferation. **a** Summary of cell viability assays in the indicated OSCC cell lines with lncRNA knockdown. Cells were transfected with a siRNA targeting each lncRNA or a negative control, and cell viabilities were assessed 96 h after transfection. Shown are means of nine replications; error bars represent SDs. **b** qRT-PCR showing DLEU1 knockdown in OSCC cell lines. Cells were transfected with control siRNA (siCtrl) or siRNAs targeting DLEU1 and were harvested 72 h after transfection. **c** Cell viability assays in OSCC cell lines with DLEU1 knockdown. Cells were transfected with the indicated siRNAs, and cell viabilities were assessed at the indicated times. Shown are means of nine replications; error bars represent SDs. **P < 0.01, ***P < 0.001

### Oncogenic function of DLEU1 in OSCC cells

We next tested whether DLEU1 is involved in migration and invasion by OSCC cells. Transwell chamber assays revealed that DLEU1 knockdown suppresses migration of HSC-3, KON, and Ca9-22 cells (Fig. 3a, Supplementary Fig. 3). Matrigel invasion assays showed that DLEU1 knockdown suppresses invasion by OSCC cells (Fig. 3b, Supplementary Fig. 3). The inhibitory effect of DLEU1 knockdown on cell migration was confirmed in wound healing assays (Fig. 3c, Supplementary Fig. 4).

**Fig. 3:**
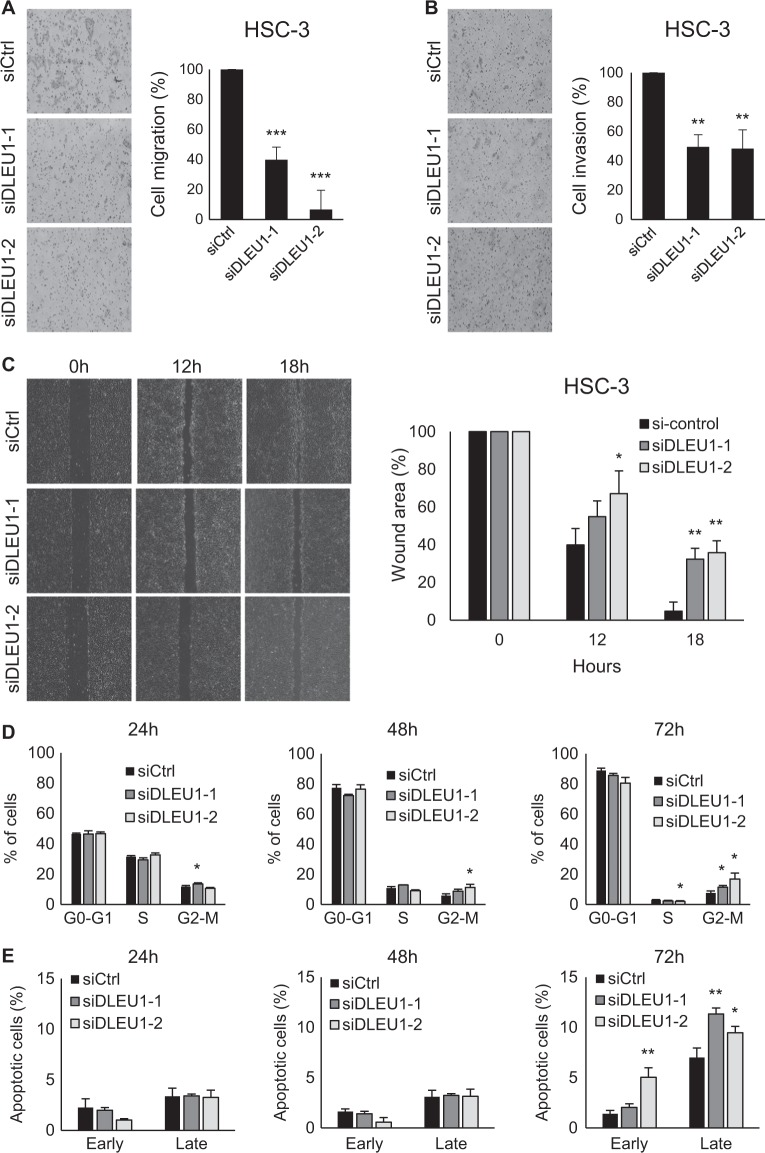
Functional analysis of DLEU1 in OSCC cells. **a**, **b** Results of migration (**a**) and invasion (**b**) assays with HSC-3 cells transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl). Representative results are on the left, and summarized results are on the right. Shown are means of five random microscopic fields per membrane; error bars represent SDs. **c** Results of wound healing assays using HSC-3 cells transfected with the indicated siRNAs. Representative results are on the left, and summarized results are on the right. Shown are means of three replications; error bars represent SDs. **d**, **e** Results of cell cycle (**d**) and apoptosis (**e**) analyses in HSC-3 cells. Cells were transfected with the indicated siRNAs, after which cell cycle and apoptosis were assessed at the indicated time points. Summarized results of three replications are shown; error bars represent SDs. *P < 0.05, **P < 0.01, ***P < 0.001

When we then assessed the involvement of DLEU1 in cell cycle and apoptosis, we found that DLEU1 knockdown induces G2/M arrest in OSCC cells (Fig. 3d, Supplementary Figs. 5, 6). DLEU1 knockdown also upregulated expression of a G2 checkpoint kinase, WEE1, in OSCC cells, which is consistent with the cell cycle assay results (Supplementary Fig. 7). In addition, there was a mild increase in the G1 phase population and reduction in the S phase population of KON and Ca9-22 cells, which suggests DLEU1 depletion induces G1/S arrest (Supplementary Figs. 5, 6). DLEU1 knockdown also induced apoptosis in OSCC cells (Fig. 3e, Supplementary Figs. 8 and 9). The incidence of apoptosis was greater in KON than HSC-3 cells, which is consistent with the results of the cell viability assays (Fig. 2, Supplementary Fig. 8). These results suggest that DLEU1 contributes to OSCC progression by promoting proliferation, migration, and invasion by OSCC cells and by inhibiting apoptosis.

To confirm the oncogenic functionality of DLEU1 in vivo, we performed mouse xenograft experiments, which showed that siRNA targeting DLEU1 significantly suppressed xenograft tumor formation by OSCC cells in nude mice (Fig. 4a, b). Immunohistochemical analysis revealed that Ki-67 expression was decreased in tumors treated with the DLEU1 siRNA, which indicates DLEU1 knockdown suppresses tumor cell proliferation (Fig. 4c, d).

**Fig. 4:**
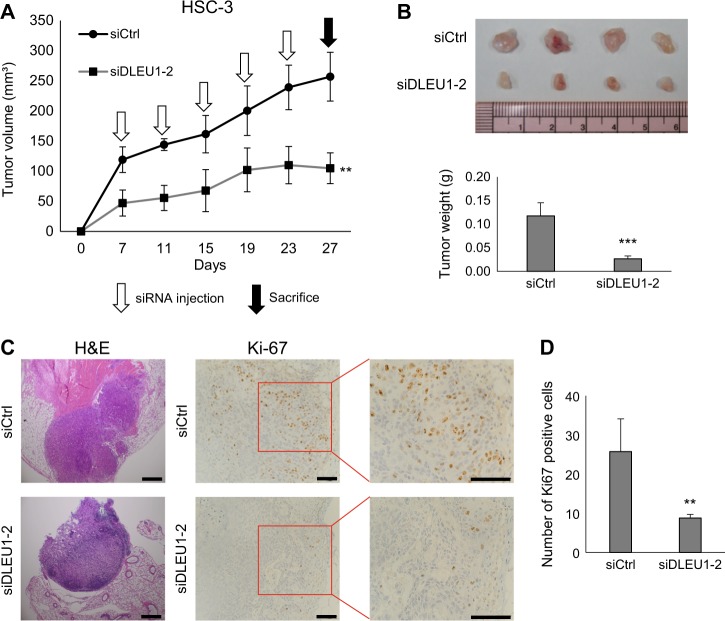
Effects of DLEU1 knockdown on xenograft tumor formation by OSCC cells in mice. **a** Tumor growth in nude mice injected with HSC-3 cells transfected with siRNA targeting DLEU1 or control siRNA (siCtrl). Intratumoral injection of siRNAs was also performed at the indicated times. Shown are means of four replications; error bars represent SDs. **b** Resected tumors (upper) and tumor weights (lower) in the indicated groups. Shown are means of four replications; error bars represent SDs. **c** Representative views of hematoxylin and eosin (left) and Ki-67 (right) staining in tumors treated with the indicated siRNAs. Scale bars, 200 µm. **d** Summary of Ki-67-positive cell counts. Shown are means of four replications; error bars represent SDs. **P < 0.01, ***P < 0.001

### Effects of DLEU1 knockdown on gene expression profiles in OSCC cells

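Gene expression after DLEU1 knockdown was measured on 6 one-color microarrays. HSC-3, KON, and Ca9-22 are established cell lines derived from oral squamous cell carcinoma. Each line gave 1 array after transfection with siDLEU1-2, a small interfering RNA against DLEU1, and 1 array after transfection with control siRNA (siCtrl). RNA was collected 72 h after transfection, and 100 ng of total RNA was labeled with the dye Cy3. Because each line has a single array per siRNA, the 3 lines are the only replicates, and a change within 1 line has no error of its own. All 6 arrays were on 1 slide, so slide and scan do not separate the siRNAs. The arrays carry 50599 probes of 60 bases outside the controls. The authors deposited the scanner output, in which the software has subtracted the background from the brightness of each spot. At the 75th percentile, this processed signal was 218 after siCtrl and 200 after siDLEU1-2 in HSC-3, 257 and 244 in KON, and 252 and 243 in Ca9-22. Between 43.0% and 45.7% of the probes were well above background on an array, so changes of the remaining probes are poorly measured. From these files, the log2 processed signal was centered on the 75th percentile of each array, spots marked as outliers were left out, and the spots of a probe were averaged. The 19956 probes that were well above background on at least 1 of the 2 arrays of every line were kept. Log2 fold changes are siDLEU1-2 over siCtrl within a line. limma was fitted to the log2 values with the cell line as a block, and its p-values were adjusted by the Benjamini-Hochberg method. The count of probes over 2-fold moves most with the background correction, the fold threshold, and the cell lines included, and the limma calls with the block, the cell lines included, and the filter on dim probes.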

To further clarify the molecular function of DLEU1 in OSCC, we performed a gene expression microarray analysis with three OSCC cell lines (HSC-3, KON, and Ca9-22) transiently transfected with siRNA targeting DLEU1 (siDLEU1-2) or control siRNA. We found that expression of 963 probe sets (814 unique genes) were altered (>2-fold) by DLEU1 knockdown in all three cell lines tested (Fig. 5a, Supplementary Table 1). 

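DLEU1 itself was measured by 1 probe, on chromosome 13 of hg19 from 50679272 to 50679331, which the files assign to the DLEU1 transcript NR_002605. Its log2 fold change was -4.10 in HSC-3, -3.63 in KON, and -3.44 in Ca9-22, with a mean of -3.72 ± 0.34 (SD, n = 3 cell lines; adjusted p = 0.0227 from limma). The probe was well above background on all 6 arrays, and the fall was 17.1-fold, 12.4-fold, and 10.8-fold in these lines. Its size depends on the background correction, and with normexp the mean was -2.69, also called by limma (adjusted p = 0.0103). Of the 19956 probes kept, 874 changed more than 2-fold in all 3 lines. Among them, 415 were higher and 416 were lower in every line, while 43 changed in opposite directions between lines. These 874 probes carry 769 distinct gene names, and all 874 are listed in Supplementary Table 1. With normexp background correction, which shrinks changes of dim probes, 399 probes passed the same threshold. A fold change threshold takes no account of the spread between lines. With limma, 795 probes were higher and 902 were lower at an adjusted p below 0.05, and 757 of the 874 probes were among them. These calls rest on pairing the arrays by cell line and on all 3 lines. Without the cell line as a block, limma called 0 probes (1357 had an unadjusted p below 0.05), and the methods' t-test also called 0 after adjustment (1373 before). Without HSC-3 or without KON, 0 probes were called (4547 and 4676 had an unadjusted p below 0.05), and without Ca9-22 the count was 244. From the probes altered in all of the lines, the paper goes on to the gene groups and the candidate target genes of DLEU1.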

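The probes behind the list of affected genes were split almost evenly by direction, with 49.9% of those moving the same way in all 3 lines higher after siDLEU1-2. This balance depends on the centering, and with the median of each array in place of the 75th percentile it was 42.6%, with 639 probes called higher and 1069 lower by limma. Among the probes called by limma with a gene symbol, the 5 with the highest mean log2 fold change belonged to SLC7A7, ALPPL2, C11orf86, ALPP, and CALB1. ALPPL2 rose by a mean log2 fold change of 6.47 ± 1.33 (SD, n = 3 cell lines; adjusted p = 0.0227 from limma) and was well above background on all 6 arrays. SLC7A7 rose by 6.93 ± 1.53 (adjusted p = 0.0236), although its siCtrl signal was well above background only in KON. ALPP rose by 5.59 ± 1.19 and CALB1 by 5.56 ± 1.26, with the siCtrl signal of CALB1 not well above background in KON. ALPP and ALPPL2 are closely related alkaline phosphatase genes, and cross-hybridization between their probes was not tested. C11orf86 was not well above background on any siCtrl array and was at least 15.3-fold higher after siDLEU1-2. Such bounds compare the mean log2 value of the brighter group with that of the dimmer group, in which each array takes the higher of the probe's own value and the lowest value well above background. They hold under the main background subtraction only, and a bound over all lines need not hold in each line. With normexp background correction, C11orf86 had a mean log2 fold change of 2.37, less than its bound. A second C11orf86 probe, also well above background only after siDLEU1-2, was higher by less. Its mean log2 fold change was 2.76 against 5.80 for the first probe, and both rest on siCtrl values not well above background. The 5 lowest were HAS3, DLEU1, AQP10, CMPK1, and SRPX. CMPK1 had a mean log2 fold change of -3.37 ± 0.59 (adjusted p = 0.0227), while a second CMPK1 probe was lower by less than 2-fold in every line (mean -0.75 ± 0.10, adjusted p = 0.0459). SRPX had one of -3.31 ± 0.51, with its siDLEU1-2 signal not well above background in HSC-3, and of -2.54 with dim values raised to the detection floor. AQP10 was not well above background on any siDLEU1-2 array and was at least 3.50-fold lower over all lines. Its bound was 7.85-fold in HSC-3, 1.36-fold in KON, and 4.01-fold in Ca9-22. With normexp background correction its mean log2 fold change was -0.92, less in size than the bound over all lines. The places of C11orf86, AQP10, and SRPX among these genes rest on values not well above background, and with such values raised to the detection floor AQP10 was no longer called by limma (adjusted p = 0.0829). The gene ontology terms of Fig. 5b were not tested here.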

Gene ontology (GO) analysis showed that genes associated with “development”, “differentiation” and “regulation of cell motility” were enriched among the affected genes (Fig. 5b). Pathway analysis also revealed that genes associated with “matrix metalloproteinases”, “apoptosis”, “G1 to S cell cycle”, and “MAPK signaling” were enriched among the affected genes (Fig. 5b). qRT-PCR performed to validate the microarray results showed that expression of a number of cancer-related genes, including HAS3, CD44, TP63, and SMYD2, was decreased by siRNAs targeting DLEU1, while expression of CDH1 was increased by DLEU1 knockdown. 

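The gene sets of the pathway analysis were not used here. Instead, 4 gene families were taken by symbol and compared with all 14671 gene names that have a probe passing the filter, of which 769, or 5.24%, had a probe changed more than 2-fold in all 3 cell lines. Of 13 matrix metalloproteinase and TIMP genes, 5 had such a probe (odds ratio 11.4, adjusted p = 0.00141, two-sided Fisher's exact test, Benjamini-Hochberg over the 4 families). All 5 were higher after siDLEU1-2 in each line. MMP1 had a mean log2 fold change of 2.45 ± 1.17 (SD, n = 3 cell lines; adjusted p = 0.0484 from limma), MMP13 of 2.40 ± 1.06, MMP11 of 1.61 ± 0.46, and TIMP2 of 1.86 ± 0.64. MMP15 rose by 1.81 ± 1.01 and did not pass limma's threshold (adjusted p = 0.0642). The family's excess was past the threshold under every alternative normalization, background correction, and filter and with any line left out, and the odds ratio was smallest, at 7.42, without HSC-3. Genes enter Fisher's test as if they were independent, which they are not. Of 10 caspase genes, only CASP10 changed more than 2-fold in all lines, and it was higher (odds ratio 2.01, adjusted p = 0.555, Fisher's exact test). Its 2 other probes did not reach 2-fold in any line and went in opposite directions between lines. Their log2 fold changes were 0.80 and 0.60 in HSC-3, 0.033 and 0.26 in KON, and -0.83 and -0.42 in Ca9-22 (means 0.0028 and 0.14). Of 45 cyclin, CDK, and CDKN genes, 4 did so (odds ratio 1.77, adjusted p = 0.555), with CDK2, CCNL2, and CCNG2 lower and CCNT2 higher. Of CCNL2, 2 other probes changed little, by a mean of 0.26 and -0.056, while a second CCNG2 probe was also over 2-fold lower in all lines (called by limma, adjusted p = 0.0274). Of 34 MAPK, MAP2K, MAP3K, and MAP4K genes, 2 did so (odds ratio 1.13, adjusted p = 0.698), with MAPK9 lower and MAP3K8 higher. A second MAPK9 probe was higher in every line (mean 0.70 ± 0.14, not called by limma, adjusted p = 0.0536), and a second MAP3K8 probe was over 2-fold higher in all lines (called by limma, adjusted p = 0.0320). For these 3 families an excess over all genes was not detectable, and families named by symbol are not the gene sets of the paper.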

Western blot analysis of HAS3, CD44, TP63, and SMYD2 gave results similar to those obtained with qRT-PCR (Supplementary Fig. 10). This suggests that these genes may be downstream targets of DLEU1 in OSCC cells (Fig. 5c).

**Fig. 5:**
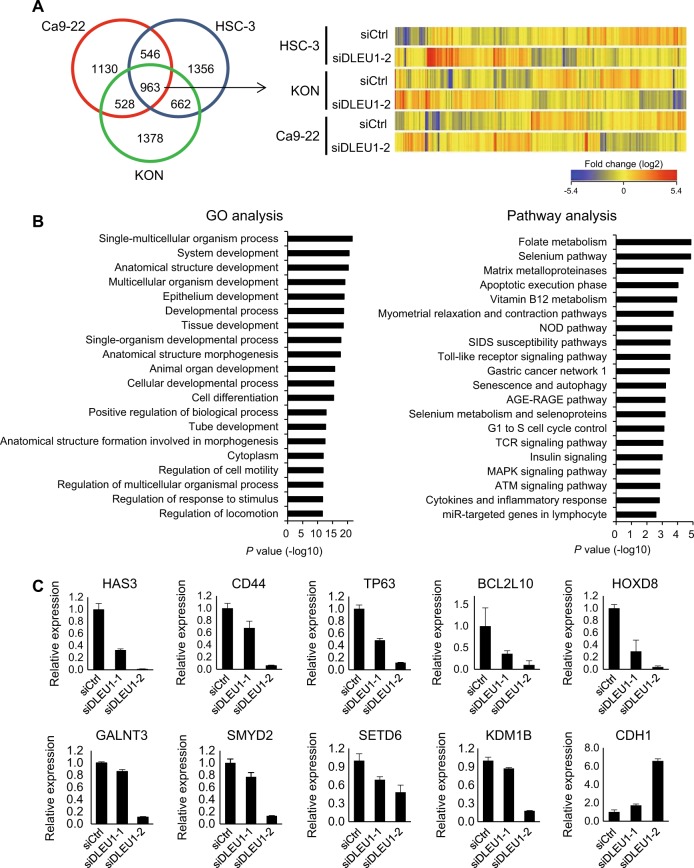
Effects of DLEU1 knockdown on gene expression profiles in OSCC cells. **a** OSCC cell lines were transfected with siRNA targeting DLEU1 (siDLEU1-2) or control siRNA (siCtrl), after which microarray analysis was performed. A Venn diagram showing genes whose expression was altered by DLEU1 knockdown (>2-fold) in the indicated OSCC cell lines is on the left. A heatmap for the expression of 963 selected probe sets is on the right. **b** Results of GO (left) and pathway analyses (right) of the 963 probes. **c** qRT-PCR for cancer-related genes in HSC-3 cells transfected with the indicated siRNAs. Shown are means of three replications; error bars represent SDs

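After filtering, 2836 probes changed more than 2-fold in HSC-3, 2911 in KON, and 2599 in Ca9-22. Besides the probes shared by all of the lines, 503 were shared by HSC-3 and KON only, 439 by HSC-3 and Ca9-22 only, and 433 by KON and Ca9-22 only. A further 1020 passed in HSC-3 only, 1101 in KON only, and 853 in Ca9-22 only. If the lines were independent of each other, 53.9 probes would pass in all 3. Across the 19956 probes, the log2 fold changes correlated between lines with a Pearson r of 0.60 for HSC-3 and KON, 0.60 for HSC-3 and Ca9-22, and 0.58 for KON and Ca9-22 (Spearman rho 0.52, 0.58, and 0.54). These are correlations across probes, which are not independent replicates. The direction of change was shared by all 3 lines for 53.6% of the probes, where 25% would share it by chance.

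**Figure D1:**
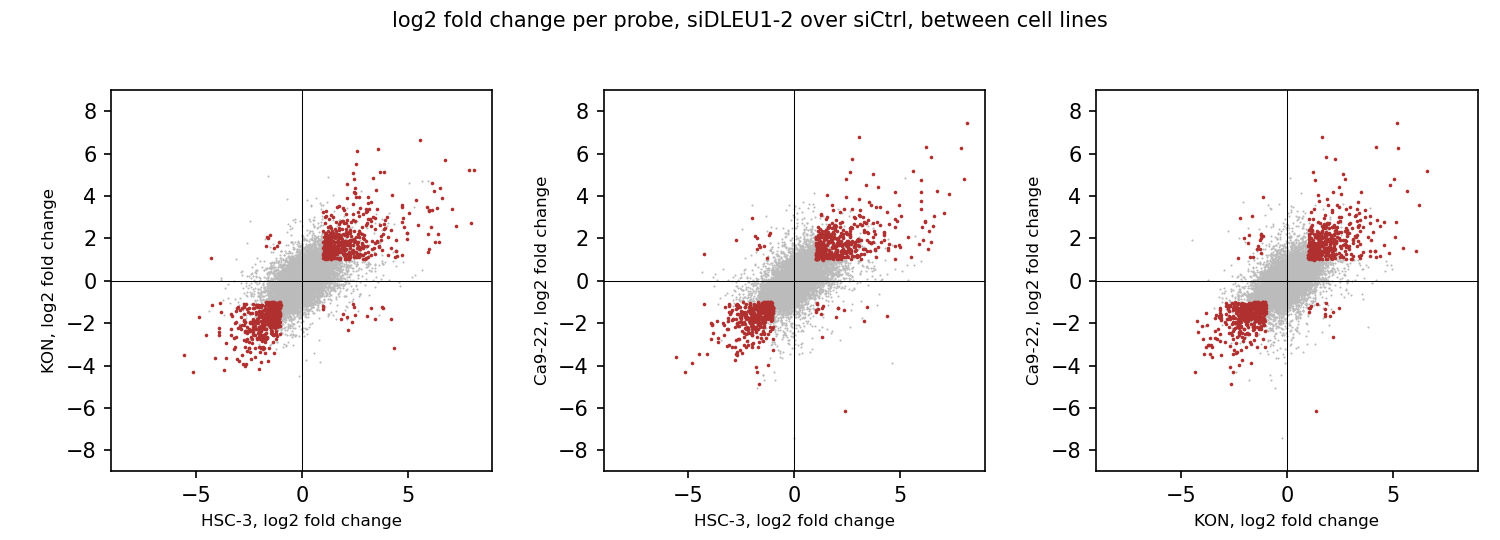
Log2 fold change of each probe (siDLEU1-2 over siCtrl) in one cell line (horizontal axis) against another (vertical axis), for the 3 pairs of lines, with the 874 probes changed more than 2-fold in all 3 lines in red and the others in gray. Most red points lie in the quadrants where both lines change the same way, and the 43 probes of opposite direction lie outside them in at least 1 panel.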

### Elevated expression of DLEU1 in primary OSCC tissues

We investigated the clinical relevance of DLEU1 expression in OSCC using RNA-seq data obtained from primary HNSCC in The Cancer Genome Atlas (TCGA) study. We found that expression of DLEU1 is significantly higher in cancerous (*n* = 505) than normal (*n* = 72) tissues (Fig. 6a). Kaplan–Meier curves revealed that higher levels of DLEU1 expression are associated with poorer overall survival among HNSCC patients (Fig. 6b). Then in a series of 29 samples of primary OSCC tissue and 17 adjacent normal tissue samples obtained from Japanese patients, we observed that DLEU1 expression is significantly elevated in cancer tissues (Fig. 6c). Moreover, by comparing the 17 pairs of OSCC tissue with matched adjacent normal tissues, we found that DLEU1 expression was higher in 12 (71%) tumors than in their normal counterparts (Fig. 6d). Finally, comparison of DLEU1 expression levels with those of putative target genes in primary HNSCC in TCGA datasets revealed that DLEU1 expression positively correlates with HAS3, CD44, TP63, BCL2L10, SMYD2, KDM1B, and GALNT3 expression, which suggests expression of these genes may be regulated by DLEU1 in primary tumors (Supplementary Fig. 11).

**Fig. 6:**
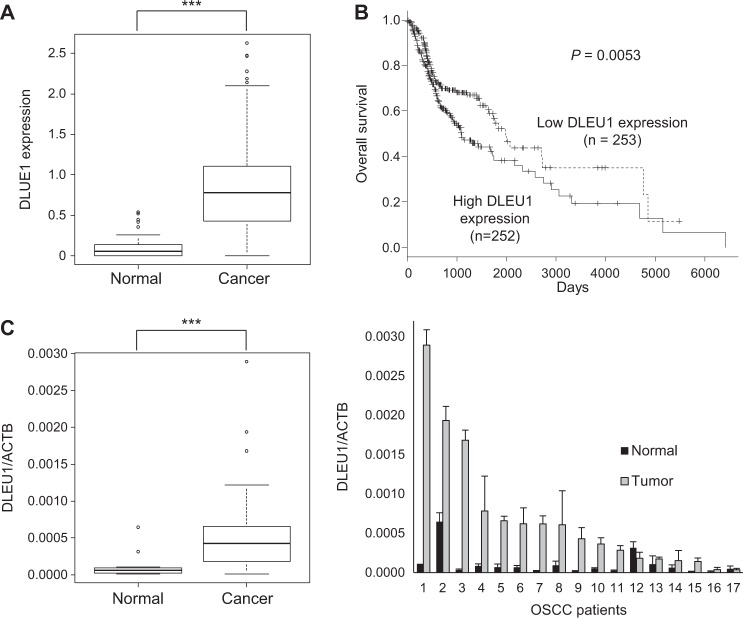
Elevated expression of DLEU1 in primary tumors. **a** Summaries of DLEU1 expression in normal tissue and primary HNSCC tumors in TCGA datasets. **b** Kaplan–Meier curve showing the effect of DLEU1 expression on survival of HNSCC patients (*n* = 505). **c** Summarized qRT-PCR results for DLEU1 in primary tumors (*n* = 29) and adjacent normal tissues (*n* = 17) obtained from Japanese OSCC patients. **d** qRT-PCR for DLEU1 in paired normal tissue and primary tumors. ***P < 0.001

## Discussion

In the present study, we identified a series of lncRNAs aberrantly expressed in OSCC. Although the expression levels of lncRNA genes are generally lower than those of protein-coding genes, we found that a subset of lncRNAs are significantly and frequently overexpressed in OSCC as compared to normal tissues. The list of genes we identified in this study includes multiple lncRNAs reportedly implicated in human malignancies. For instance, LINC00460 is upregulated in HNSCC and kidney cancer, and its elevated expression is associated with poorer survival^20^. Another study reported that elevated expression of LINC00460 is associated with advanced clinical stages, lymph node metastasis, and a poor prognosis in esophageal squamous cell carcinoma (ESCC), and that LINC00460 knockdown induces cell cycle arrest and apoptosis in ESCC cells^21^. By contrast, higher expression of LINC00941 is reportedly associated with better survival of lung adenocarcinoma patients, although its function remains unclear^22^. Thus, the lncRNAs we identified in this study may be associated with the biological and clinical characteristics of OSCC.

Among the candidate lncRNAs examined, we found that knocking down DLEU1 had the strongest anti-proliferative effects in multiple OSCC cell lines. DLEU1 is located at 13q14.3, a region recurrently deleted in B-cell chronic lymphocytic leukemia (B-CLL)^23,24^. Because 13q14 is a tumor suppressor locus that contains RB1, DLEU1 is thought to be a putative tumor suppressor gene^23^. However, DLEU1 shows limited homology to known genes, and no mutations of DLEU1 have been found in B-CLL^23,25^. Sequencing analysis of RNA variants suggests DLEU1 encodes a noncoding RNA, but the tumor suppressive function of DLEU1 is not fully understood^26^. A recent study showed that expression of DLEU1 is upregulated via DNA demethylation in CLL, and that epigenetic aberration is associated with downregulation of neighboring tumor suppressor genes that regulate NF-κB signaling^27^.

Recent studies also suggest DLEU1 has a role in other human malignancies. In Burkitt lymphoma cells, DLEU1 knockdown significantly inhibits apoptosis and promotes cell proliferation, suggesting it acts as a tumor suppressor^28^. By contrast, DLEU1 is overexpressed in epithelial ovarian carcinoma (EOC), where it contributes to tumor development through direct interaction with miR-490-3p^29^. miR-490-3p acts as a tumor suppressor by targeting CDK1 in EOC, and DLEU1 may promote tumorigenesis by inhibiting miR-490-3p function^29^.

Because multiple variants are transcribed from the DLEU1 gene, we used siRNAs that targeted all three variants annotated in the RefSeq database (NR_109973, NR_002605, and NR_109974). We found that DLEU1 knockdown inhibited proliferation, migration, and invasion by OSCC cells. Depletion of DLEU1 induced cell cycle arrest and apoptosis in OSCC cells, which could have an anti-proliferative effect. We also found that administration of siRNA targeting DLEU1 suppressed tumor formation by OSCC cells in vivo. Elevated expression of DLEU1 was frequently observed in clinical OSCC tumors, and high DLEU1 expression was associated with poorer survival among HNSCC patients. These results suggest that upregulation of DLEU1 may promote OSCC development and progression, and that DLEU1 is a potential therapeutic target in OSCC.

To further clarify the molecular function of DLEU1 in OSCC, we examined the effect of DLEU1 knockdown on gene expression profiles in OSCC. Microarray analysis revealed that DLEU1 may regulate expression of a number of cancer-related genes. For instance, DLEU1 knockdown led to decreased expression of HAS3 and CD44. 

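Among the genes of Fig. 5c, GALNT3 was lower on the arrays by a log2 fold change of -2.94 in HSC-3, -3.81 in KON, and -3.12 in Ca9-22 (mean -3.29 ± 0.46, SD, n = 3 cell lines; adjusted p = 0.0227 from limma), and its probe was well above background on all 6 arrays. HOXD8 was well above background on each siCtrl array and on no siDLEU1-2 array, so that only a bound can be given, at least 5.16-fold lower. This bound holds under the main background subtraction only. With normexp background correction the mean log2 fold change was -1.21 (adjusted p = 0.0329 from limma). BCL2L10 was likewise well above background only after siCtrl. It was at least 2.91-fold lower in HSC-3 and at least 3.46-fold lower in KON, while its siCtrl spot in Ca9-22 was marked as an outlier by the scanner software, and the probe was therefore not tested.

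**Figure D2:**
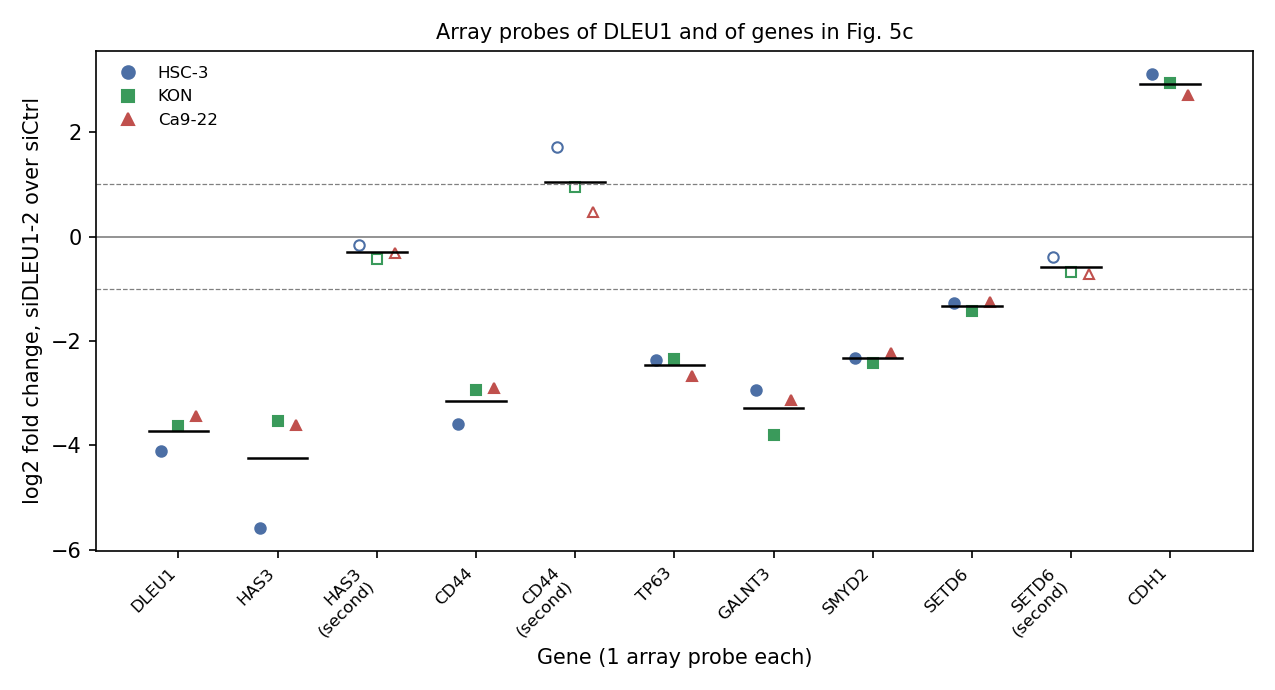
Log2 fold change (vertical axis, siDLEU1-2 over siCtrl) of 11 probes of DLEU1 and of genes in Fig. 5c (horizontal axis), with 1 symbol per cell line, filled for probes of Supplementary Table 1 and open for second probes, a bar at their mean, and dashed lines at a 2-fold change. The filled symbols of each gene lie beyond the 2-fold lines in every cell line, and the open symbols of HAS3 and SETD6 lie between them.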

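The HAS3 probe of Supplementary Table 1 lies on chromosome 16 of hg19 from 69151369 to 69151428 and is assigned to the transcript NM_005329. It fell 47.8-fold in HSC-3, 11.5-fold in KON, and 12.2-fold in Ca9-22, with a mean log2 fold change of -4.24 ± 1.16 (SD, n = 3 cell lines; adjusted p = 0.0247 from limma). A second HAS3 probe from 69152306 to 69152365, assigned to the transcript NM_138612, was lower by less. Its log2 fold change was -0.16 in HSC-3, -0.43 in KON, and -0.31 in Ca9-22 (adjusted p = 0.236), and it was well above background on all 6 arrays. The CD44 probe of the same table, on chromosome 11 from 35253812 to 35253871 in the transcript NM_000610, fell by a log2 fold change of -3.59 in HSC-3, -2.93 in KON, and -2.91 in Ca9-22 (mean -3.15 ± 0.39; adjusted p = 0.0227). A second CD44 probe, from 35244791 to 35244850 and assigned to the transcript NM_001202557, went the other way, with log2 fold changes of 1.72, 0.94, and 0.47 in these lines, and did not pass limma's threshold (adjusted p = 0.0845). It was well above background on 5 of 6 arrays. With the mean of both probes of each gene, the log2 fold change was -2.27 for HAS3 and -1.05 for CD44, and limma called both (adjusted p = 0.0248 and 0.0311). This mean weighs both probes alike, although the second probes were much dimmer. After siCtrl in HSC-3, KON, and Ca9-22, the centered log2 signal of the second HAS3 probe was -1.74, -1.14, and -1.62. The first HAS3 probe had 3.56, 3.20, and 3.58. For CD44, it was -1.48, -1.02, and -3.21 for the second probe and 6.21, 6.54, and 5.15 for the first. With normexp background correction, the HAS3 probe of Supplementary Table 1 had a mean of -3.66.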

HAS3 (hyaluronan synthase 3) is also strongly implicated in cancer development. Hyaluronan (HA) is an extracellular, cell-surface-associated polysaccharide that regulates cell adhesion, migration, and proliferation^30^, and overexpression of its synthetic enzyme, HAS3, is reportedly associated with cancer cell growth and metastasis^31,32^. A recent study also showed that HAS3 exerts an oncogenic effect in oral cancer through formation of an inter-regulatory loop with TNF-α^33^. CD44 is a transmembrane protein known to be a cancer stem cell marker in HNSCC^34^. CD44 is a major HA receptor, and interaction between HA and CD44 promotes HNSCC progression and chemoresistance through activation of EGFR signaling^35^. Moreover, a recent study showed that ΔNp63, which is an isoform of p63 and is overexpressed in a majority of HNSCCs, mediates HA metabolism though direct regulation of HAS3 and CD44 expression in HNSCC^36^. 

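TP63 was measured by 1 probe, on chromosome 3 of hg19 from 189586433 to 189586492. Its log2 fold change after siDLEU1-2 was -2.37 in HSC-3, -2.35 in KON, and -2.68 in Ca9-22 (mean -2.46 ± 0.18, SD, n = 3 cell lines; adjusted p = 0.0227 from limma). The siDLEU1-2 signal was well above background in HSC-3 and KON but not in Ca9-22. With normexp background correction the mean was -1.39, also called by limma (adjusted p = 0.0120). The files assign the probe to the transcript NM_003722, and it was not analysed here which isoforms of p63 it detects. From the decrease of HAS3 and CD44 and published work on p63, the paper proposes a contribution of DLEU1 to OSCC through hyaluronan and CD44.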

In that context, our results suggest that *DLEU1* may contribute to OSCC development through interaction with HA-CD44 signaling.

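SMYD2 was measured by 1 probe, on chromosome 1 of hg19 from 214510246 to 214510305. It fell by a log2 fold change of -2.32 in HSC-3, -2.43 in KON, and -2.23 in Ca9-22 (mean -2.32 ± 0.10, SD, n = 3 cell lines; adjusted p = 0.0227 from limma). This probe holds GCACTTA, the bases complementary to positions 2 to 8 of the siDLEU1-2 antisense strand. An effect of this siRNA on SMYD2 apart from DLEU1 is therefore not excluded, although Fig. 5c shows SMYD2 lower after siDLEU1-1 as well, by less. For SETD6, the probe on chromosome 16 from 58553249 to 58553308 had a mean log2 fold change of -1.32 ± 0.10 (adjusted p = 0.0247). A second SETD6 probe, from 58552942 to 58553001, had one of -0.59 ± 0.18 and was not called (adjusted p = 0.0778). For KDM1B, the probe on chromosome 6 from 18223320 to 18223380 was not well above background on any siDLEU1-2 array, and was at least 1.76-fold lower than after siCtrl. This probe was no longer called by limma with dim values raised to the detection floor (adjusted p = 0.0701) or with normexp background correction (adjusted p = 0.0706). With normexp its mean log2 fold change was -0.44, smaller in size than the bound, which holds under the main background subtraction only. A second KDM1B probe, from 18222571 to 18222630, was also lower. Its log2 fold change was -0.97 in HSC-3, -1.28 in KON, and -1.78 in Ca9-22 (mean -1.34, adjusted p = 0.0334 from limma). Its siDLEU1-2 signal was not well above background in KON and Ca9-22, so the size there is uncertain. With the mean of both probes, the log2 fold change was -1.85 (adjusted p = 0.0243 from limma), which rests on the same dim values.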

We also noted that DLEU1 knockdown suppressed expression of genes encoding the histone methylation modifiers SMYD2, SETD6, and KDM1B. SMYD2 was identified as a lysine methyltransferase (KMT) for histone H3K36 and K370 of p53, and it is reportedly overexpressed in various tumors, including HNSCC^37,38^. Recent studies also show that SMYD2 mediates methylation of proteins critical for oncogenesis, including β-catenin and EML4-ALK^39,40^. SETD6 was first identified as a KMT for histone H2AZ that controls expression of estrogen-responsive genes and proliferation in breast cancer cells^41^. Another study reported that SETD6 is overexpressed in bladder cancer, where it stimulates NF-κB signaling by mediating methylation of p65^42^. KDM1B (also known as LSD2) is a histone H3K4 demethylase reportedly involved in regulating DNA methylation and proliferation in breast cancer cells^43,44^.

In contrast to genes described above, we found that DLEU1 knockdown induces the expression of CDH1 in OSCC cells. 

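CDH1 was measured by 1 probe, on chromosome 16 of hg19 from 68869214 to 68869273, which was well above background on all 6 arrays. It rose 8.68-fold in HSC-3, 7.63-fold in KON, and 6.51-fold in Ca9-22, a mean log2 fold change of 2.92 ± 0.21 (SD, n = 3 cell lines; adjusted p = 0.0227 from limma).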

CDH1 encodes the cell adhesion molecule E-cadherin, which is strongly implicated in invasion and metastasis in cancers of epithelial origin. CDH1 is frequently silenced in OSCC cells by CpG island hypermethylation, and CDH1 methylation and reduced E-cadherin expression are associated with invasion and metastasis in OSCC^45–47^. These results suggest that altered expression of multiple cancer-related genes by DLEU1 knockdown contributes to the antitumor effects seen in OSCC cells. However, the specific molecular mechanism by which DLEU1 regulates expression of target genes remains unknown. Earlier studies have reported that lncRNAs regulate transcription through chromatin modulation, but more recent studies showed that lncRNAs modulate more diverse cellular functions though interaction with a variety of molecules^48^. Thus, further study will be necessary to clarify the function of DLEU1 in OSCC.

In summary, we show that expression of a substantial number of lncRNAs are dysregulated in OSCC. Elevated expression of DLEU1 may be causally associated with oral carcinogenesis, and DLEU1 may be a prognostic marker and therapeutic target in OSCC. We anticipate that further study of lncRNA regulation and its functional significance in OSCC will provide new strategies for the treatment of OSCC patients.

## Materials and methods

### Cell lines and tissue samples

OSCC cell lines were obtained and cultured as described previously^49^. Primary OSCC tissues were collected from Japanese patients who underwent surgical resection at the Department of Oral Surgery, Sapporo Medical University between 2015 and 2017. A series of 29 samples of primary OSCC tissue and 17 samples of adjacent non-tumorous tissue were obtained through surgical resection or biopsy. Informed consent was obtained from all patients before collection of the specimens. Approval for this study was obtained from the Institutional Review Board of Sapporo Medical University. Total RNA was extracted using an RNeasy Mini kit (Qiagen, Hilden, Germany). Total RNA from normal tongue tissue from a healthy individual was purchased from BioChain (Hayward, CA, USA).

### Quantitative reverse-transcription PCR

Single-stranded cDNA was prepared using PrimeScript RT Master Mix Perfect Real Time (Takara Bio Inc, Kusatsu, Japan). Quantitative reverse-transcription PCR (qRT-PCR) was performed using SYBR Select Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and a model 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). ACTB (β-actin) was used as an endogenous control for qRT-PCR. Primer sequences are listed in Supplementary Table 2.

### RNA interference

For RNA interference-induced knockdown of lncRNAs, OSCC cells (5 × 10^3^ cells per well in 96-well plates or 1 × 10^6^ cells per well in 6-well plates) were transfected with 2.2 pmol (96-well) or 44 pmol (6-well) of siRNAs targeting lncRNAs (Sigma-Aldrich, St Louis, MO, USA) or Mission siRNA Universal Negative Control #1 (Sigma-Aldrich) using Lipofectamine RNAiMAX (Thermo Fisher Scientific). We tested multiple doses of siRNAs and used the lowest dose that provided a sufficient knockdown effect. Sequences of the siRNAs are listed in Supplementary Table 3.

### Cell viability assay

OSCC cells (5 × 10^3^ cells per well in 96-well plates) were transfected with siRNAs as described above. To assess the effects of lncRNAs, cell viability assays were carried out 96 h after transfection using a Cell Counting kit-8 (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions. To assess the effect of DLEU1 knockdown, cell viability assays were carried out 48, 72, and 96 h after transfection.

### Cell migration and invasion assays

Cells were transfected with siRNAs as described above. Transwell chambers were used for cell migration (BioCoat Control Insert 24-well plate 8.0 μm; Corning Inc., Corning, NY, USA) and invasion (BioCoat Matrigel Invasion Chamber 24-well plate 8.0 μm; Corning Inc.) analyses. Cells were harvested 24 h after transfection and resuspended in serum-free RPMI 1640 medium, after which 5 × 10^4^ cells were added to the upper chamber. RPMI 1640 medium with 10% fetal bovine serum was added to the lower well. After incubation for 24 h at 37 °C, migrating or invading cells on the lower surface of the filter were fixed and stained using a Diff-Quik staining kit (Sysmex, Tokyo, Japan). Cell numbers were determined by counting in five randomly selected microscope fields per membrane.

### Wound healing assay

OSCC cells (1 × 10^6^ cells per well in 6-well plates) were transfected with siRNAs as described above. Twenty-four hours after transfection, linear scars were drawn in the monolayer using a pipette tip, and the cells were incubated for an additional 18 h. Photomicrographs of the scars and invading cells then taken to evaluate wound closure. The experiments were performed in triplicate for each condition.

### Cell cycle and apoptosis assays

Cells were transfected with siRNAs and incubated for 24, 48, or 72 h, after which they were treated using a Click-iT Plus EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Thermo Fisher Scientific) or ApoScreen Annexin V Apoptosis Kit (Southern Biotech, Birmingham, AL, USA) according to the manufacturers’ instructions. Flow cytometric analyses were performed using a BD FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA) with BD FACSDiva software (BD Biosciences). Data analysis was performed using FlowJo software (FlowJo, LLC, Ashland, OR, USA). Apoptosis was also assessed by detecting caspase-3 activity using an APOPCYTO Caspase-3 Fluorometric Assay Kit (MBL, Nagoya, Japan) and an Infinite M1000 PRO (TECAN, Männedorf, Switzerland) according to manufactures’ instructions.

### Xenograft studies

All animal studies were performed in accordance with the protocols approved by the institutional animal ethical committee at Sapporo Medical University. Mixtures of 1 × 10^7^ siRNA-transfected HSC-3 cells plus 0.2 ml of Matrigel basement matrix (Corning Inc. Corning, NY, USA) were injected subcutaneously in the bilateral thighs of 6-week-old female BALB/cAJcl-nu mice. In vivo siRNA transfection was then performed using AteloGene Local Use Quick Gelation (Koken Co, Tokyo, Japan) according to manufacturer’s instructions. Beginning 1 week after tumor cell inoculation, intratumoral injection of siRNA (250 pmol) with atelocollagen mixtures (50 μl) was administered every 4 days. Tumor size was measured every 4 days using digital calipers, and tumor volume was calculated using the formula length × width^2^/2. Tumor tissues were immunohistochemically stained using a mouse anti-Ki67 monoclonal antibody (MIB-1, 1:100 dilution, M7240, Dako, Glostrup, Denmark). Numbers of Ki-67-positive cells were determined by counting in five randomly selected microscope fields per tumor.

### Gene expression microarray analysis

Cells were transfected with siRNAs as described above, and total RNA was extracted 72 h after transfection. Gene expression microarray analysis was carried out according to the manufacturer’s instructions (Agilent Technologies, Santa Clara, CA, USA). Briefly, 100 ng of total RNA were amplified and labeled using a Low-input Quick Amp Labeling kit One-color (Agilent Technologies), after which the synthesized cRNA was hybridized to a SurePrint G3 Human GE microarray v2 (G4851; Agilent Technologies). The microarray data were analyzed using GeneSpring GX version 13 (Agilent Technologies). The Gene Expression Omnibus accession number for the microarray data is GSE108851.

### Western blot analysis

Seventy-two hours after transfecting cells with siRNAs as described above, the cellular proteins were extracted and western blot analysis was performed as described previously^50^. Mouse anti-CD44 monoclonal antibody (1:1000 dilution, clone 8E2, Catalog No 5640, Cell Signaling Technology, Danvers, MA, USA), mouse anti-HAS3 monoclonal antibody (1:1000 dilution, clone 3C9, Catalog No MA5-17088, Thermo Fisher Scientific), rabbit anti-p63 polyclonal antibody (1:1000 dilution, clone N2C1, Catalog No GT102425, Gene Tex, Irvine, CA, USA), rabbit anti-SMYD2 monoclonal antibody (1:1000 dilution, clone D14H7, Catalog No 9734, Cell Signaling Technology), and mouse anti-β-actin monoclonal antibody (1:2000 dilution, clone AC-15, Catalog No A5441, Sigma-Aldrich) were used.

### Data analysis

RNA sequencing (RNA-seq) data from head and neck squamous cell carcinoma (HNSCC) in The Cancer Genome Atlas (TCGA) datasets were obtained from the UCSC Cancer Genomics Browser (https://genome-cancer.ucsc.edu). Quantitative variables were analyzed using Student’s *t*-test. Survival was analyzed using the log-rank test for two group comparisons. Values of *P* < 0.05 (two-sided) were considered statistically significant. Statistical analyses were carried out using EZR version 1.32 (Saitama Medical Center, Jichi Medical University, Saitama, Japan)^51^.

## Electronic supplementary material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

# Supplementary material for: Screening for long noncoding RNAs associated with oral squamous cell carcinoma reveals the potentially oncogenic actions of DLEU1
**Source:** Cell Death Dis. 2018 Aug 1;9(8):826. doi: 10.1038/s41419-018-0893-2
**Supplement:** Supplementary file 1 — Supplementary Figures

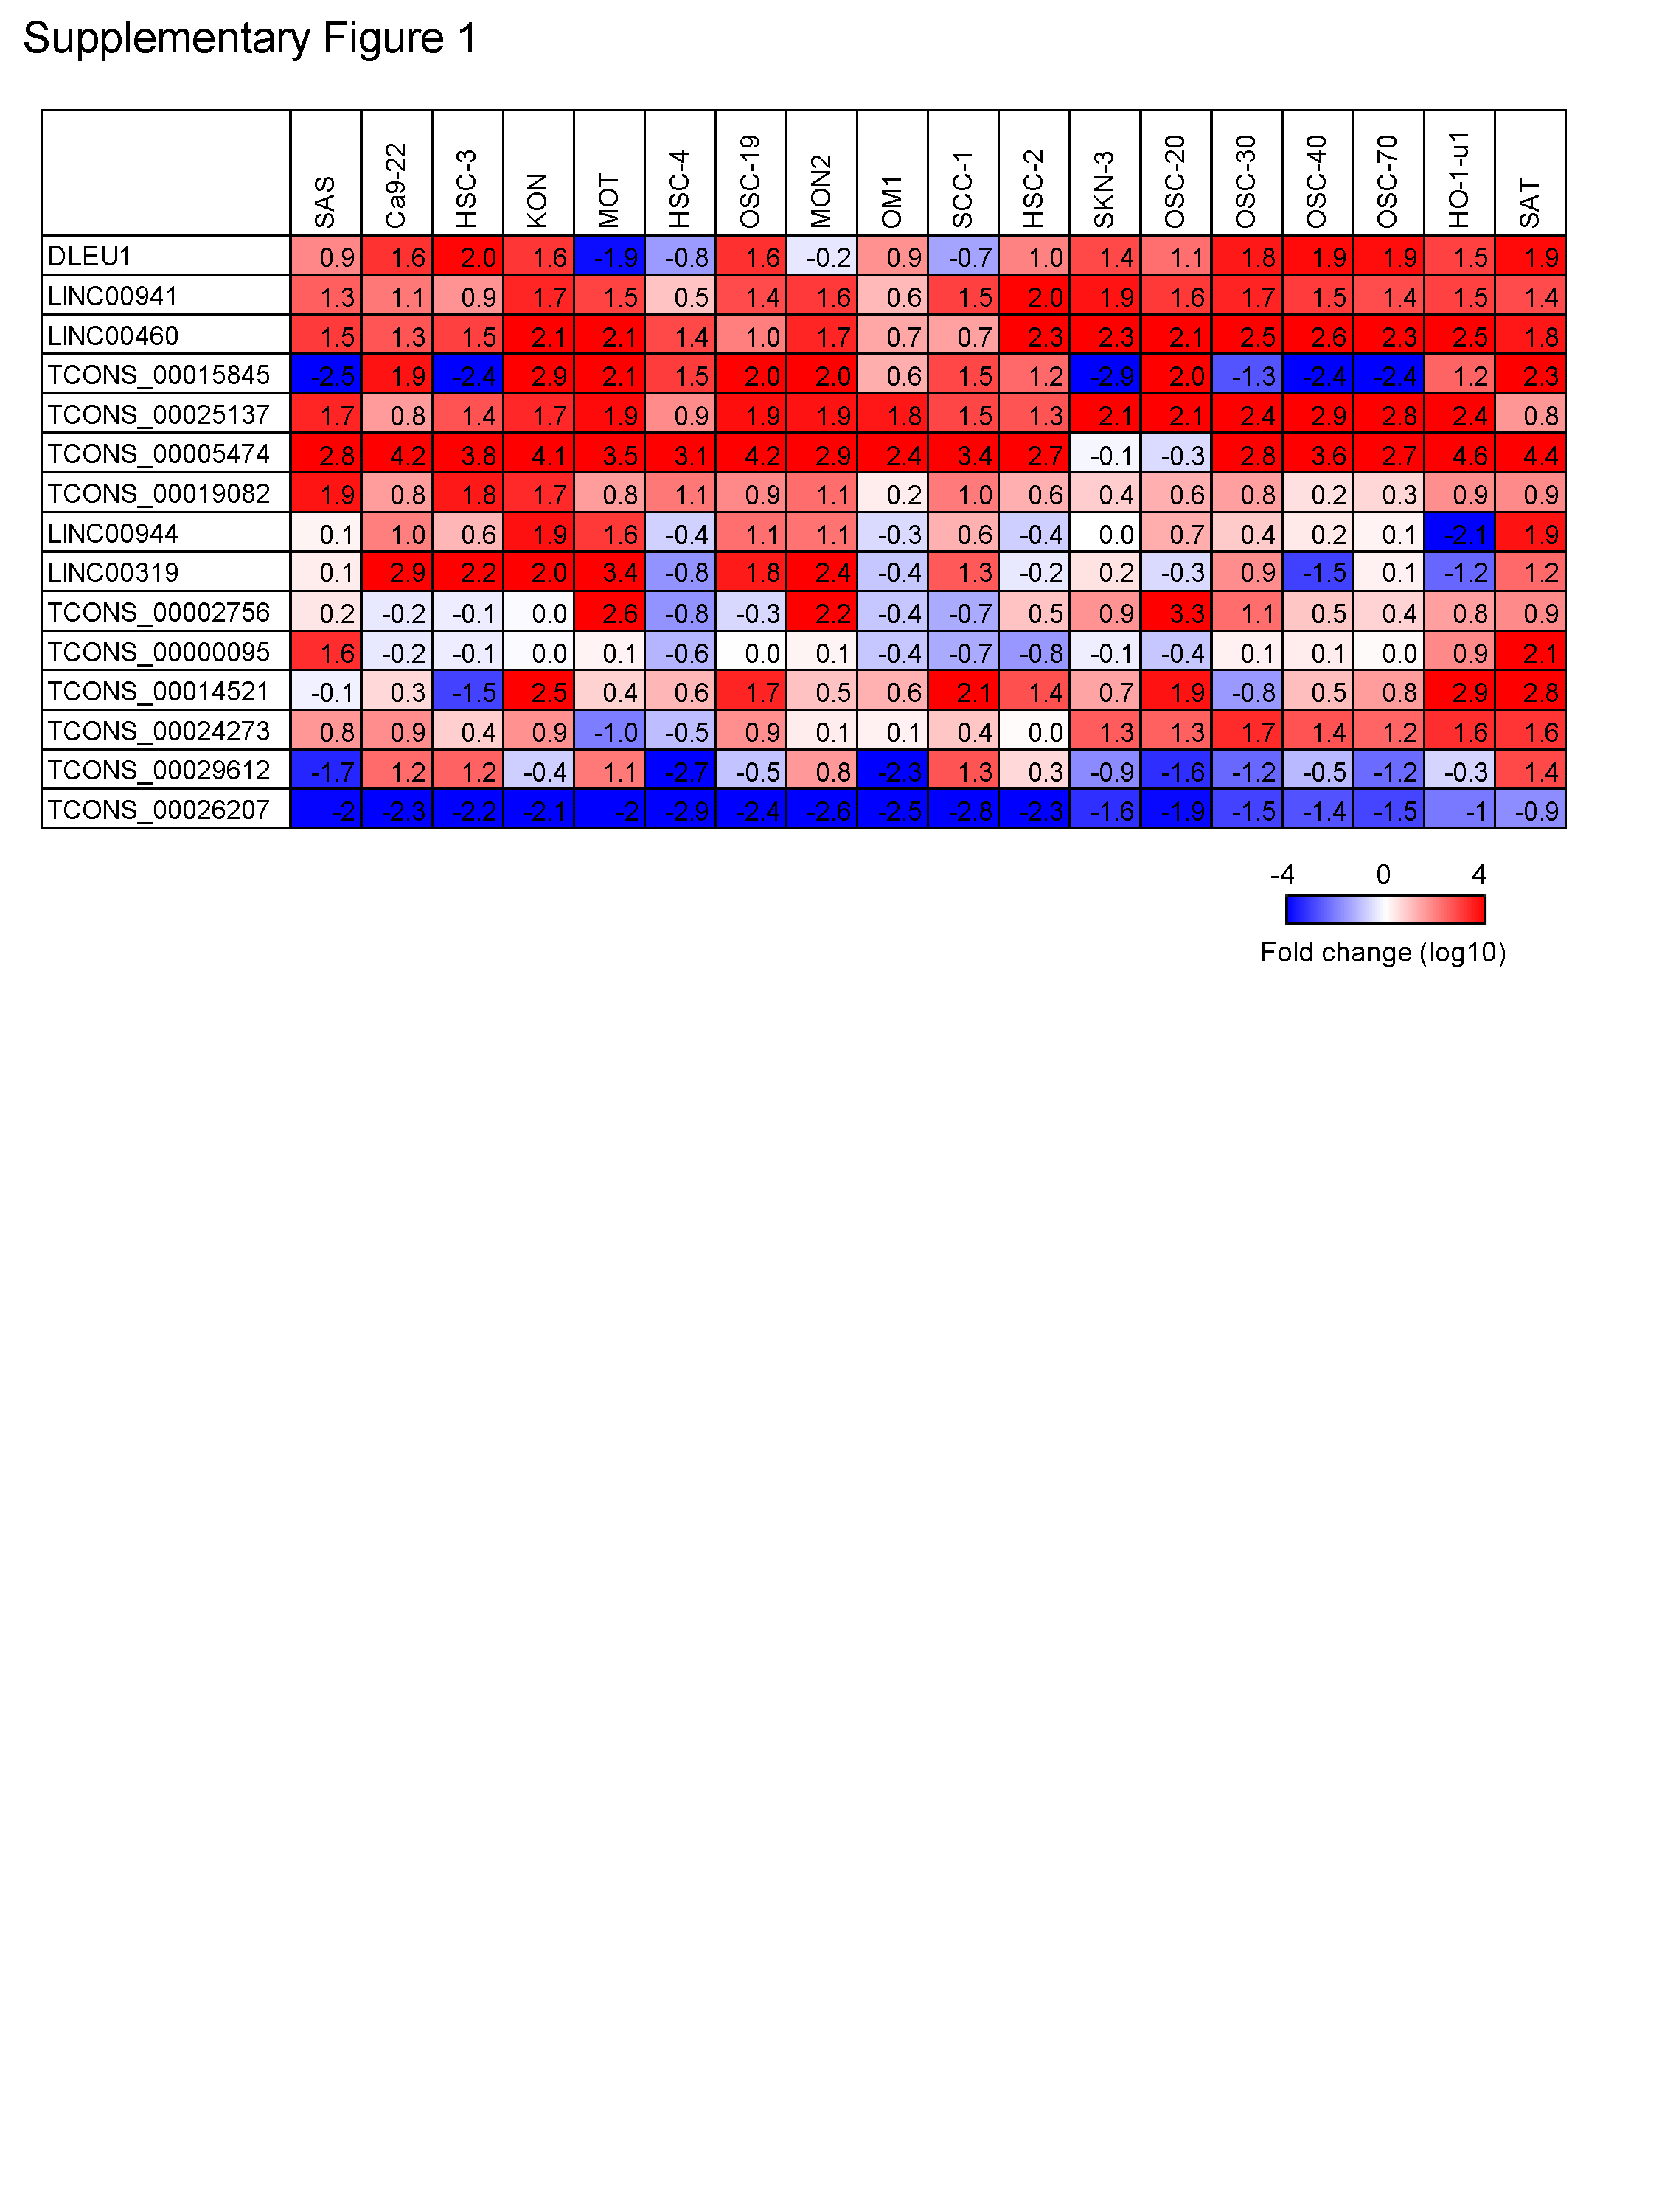

**Supplementary Figure 1**. Summarized results of qRT-PCR for 15 lncRNAs in 18 OSCC cell lines. Results are normalized to the expression levels in normal tongue tissue.

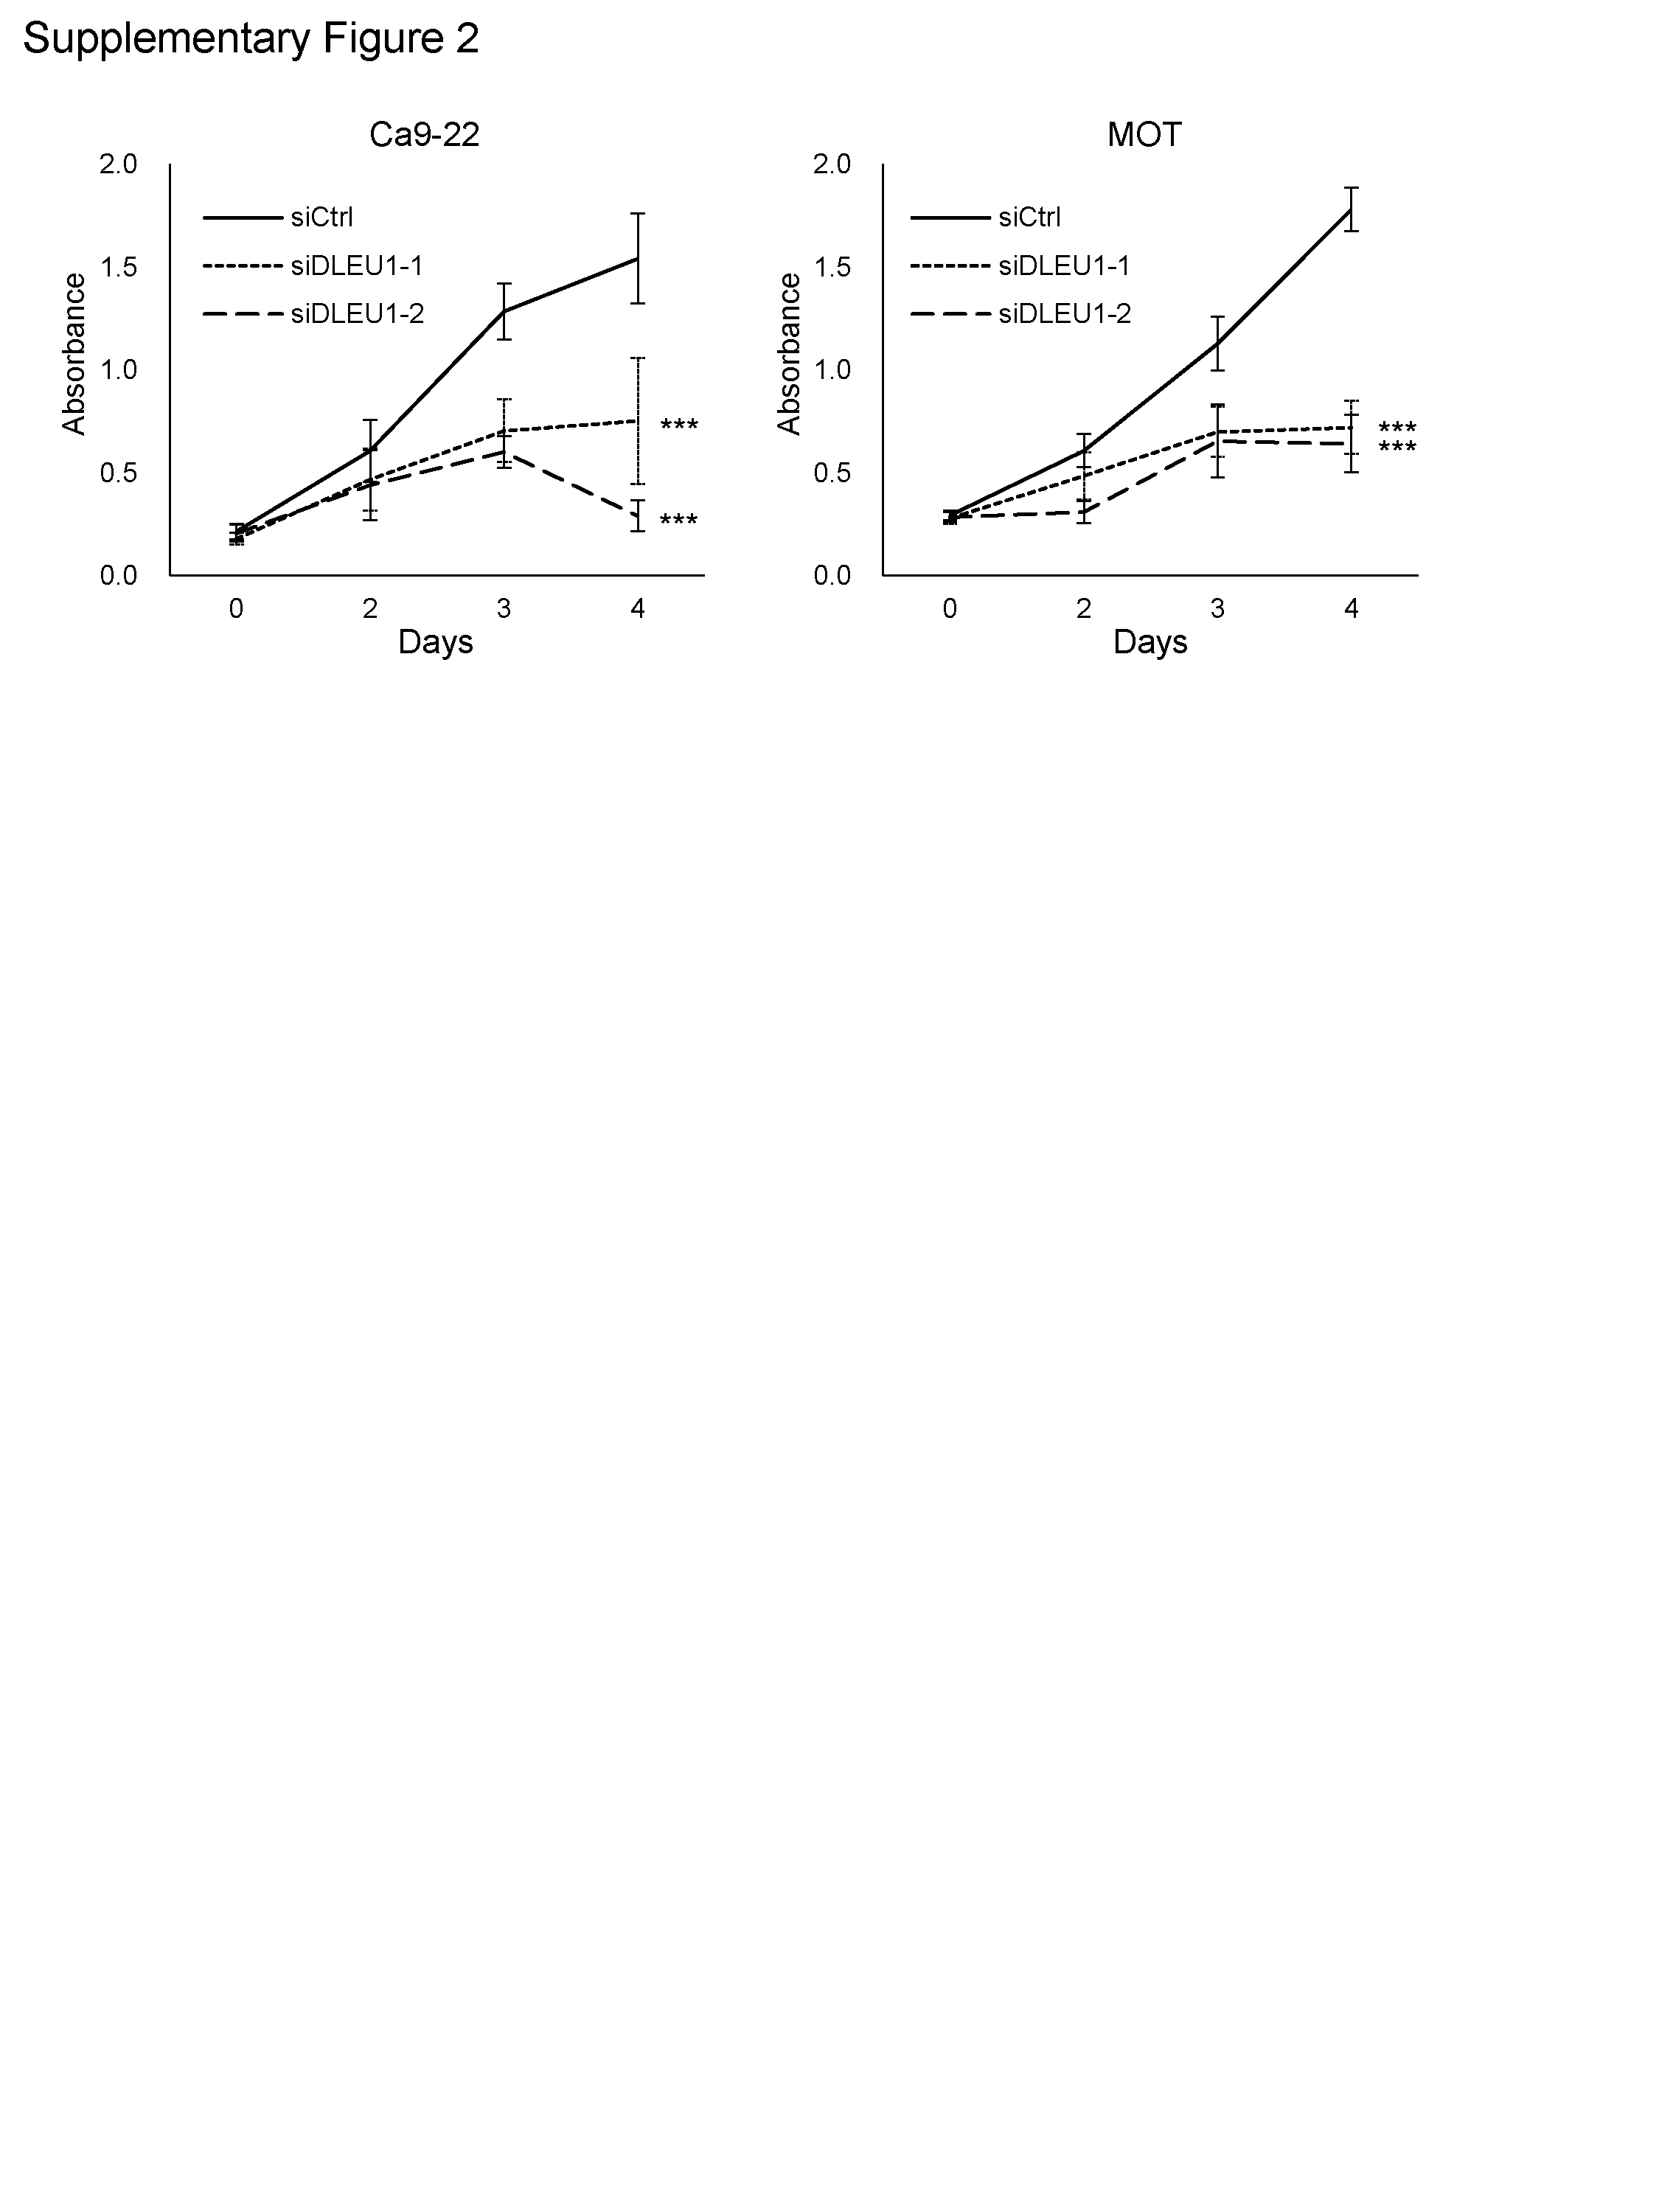

**Supplementary Figure 2**. Cell viability assays in OSCC cell lines with DLEU1 knockdown. Cells were transfected with siRNAs targeting DLEU1 (siDLEU1-1 and siDLEU1-2) or control siRNA (siCtrl), and cell viabilities were assessed at the indicated times. Shown are means of 9 replications; error bars represent SDs. ****P* < 0.001.

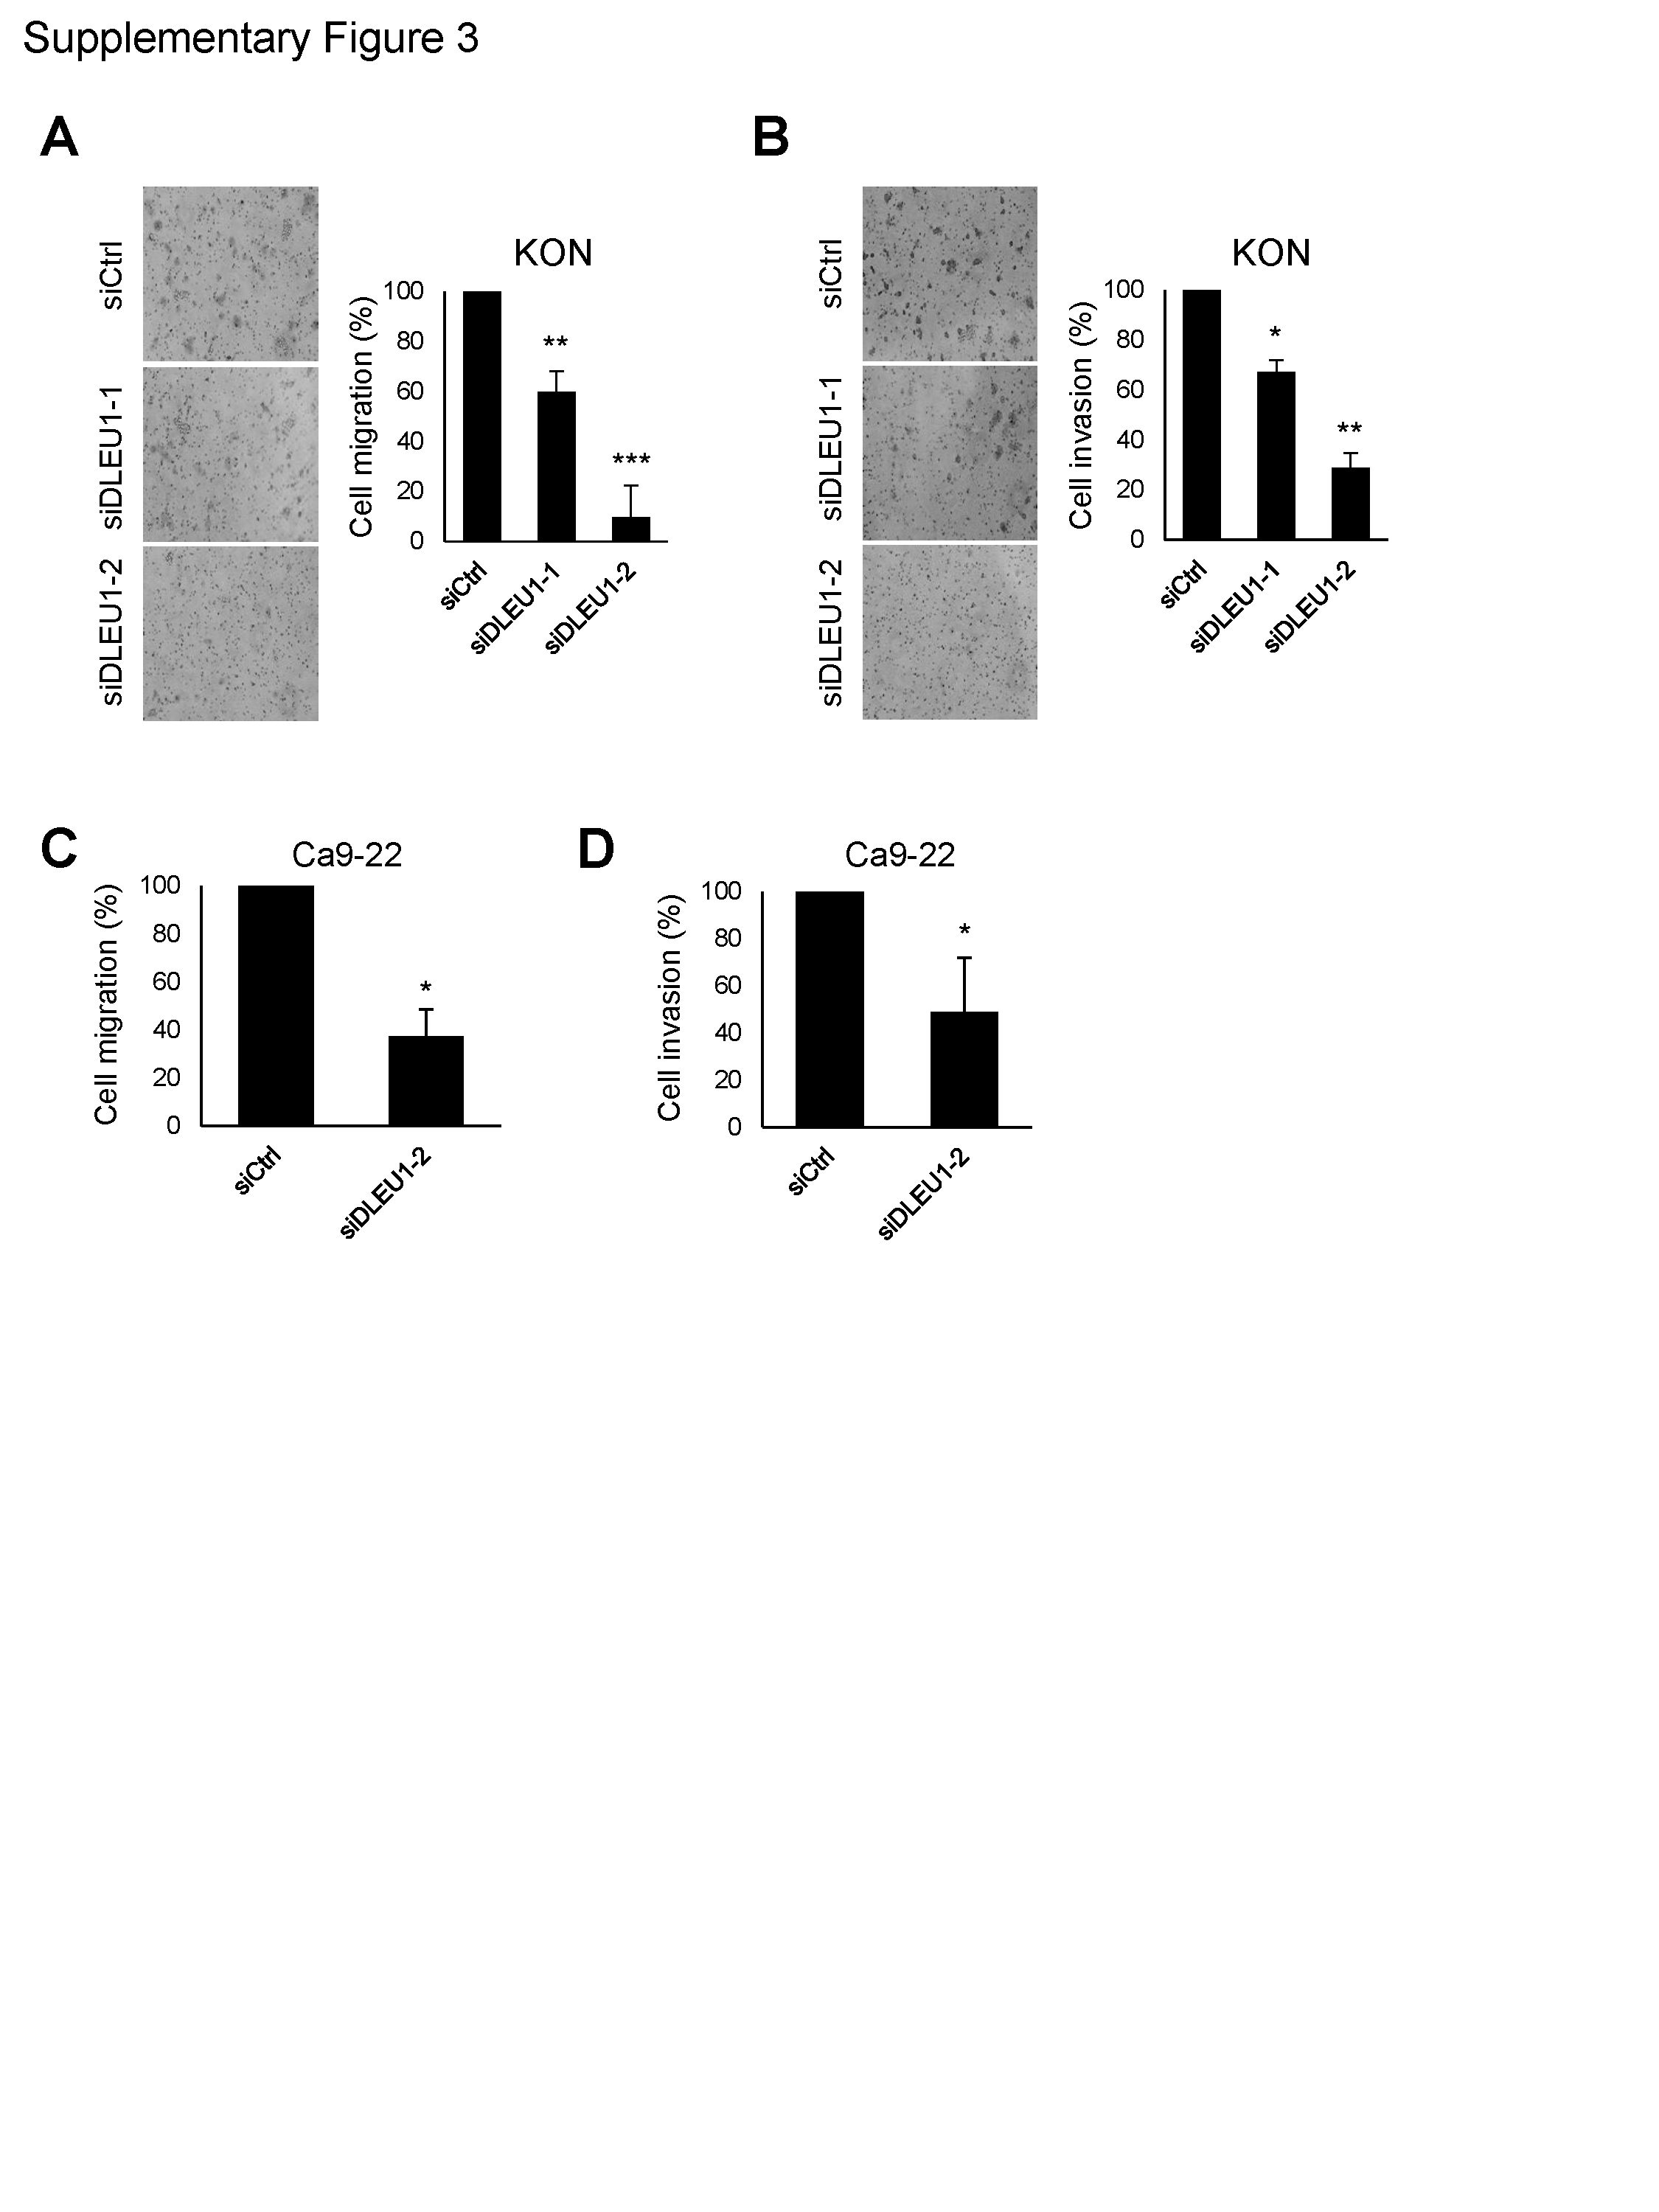

**Supplementary Figure 3**. Effects of DLEU1 knockdown on OSCC cell migration and invasion. (A,B) Results of migration (A) and invasion (B) assays with KON cells transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl). Representative results are on the left, and summarized results are on the right. Shown are means of 5 random microscopic fields per membrane; error bars represent SDs. (C,D) Results of migration (C) and invasion (D) assays with Ca9-22 cells transfected with the indicated siRNAs. Shown are means of 5 random microscopic fields per membrane; error bars represent SDs. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

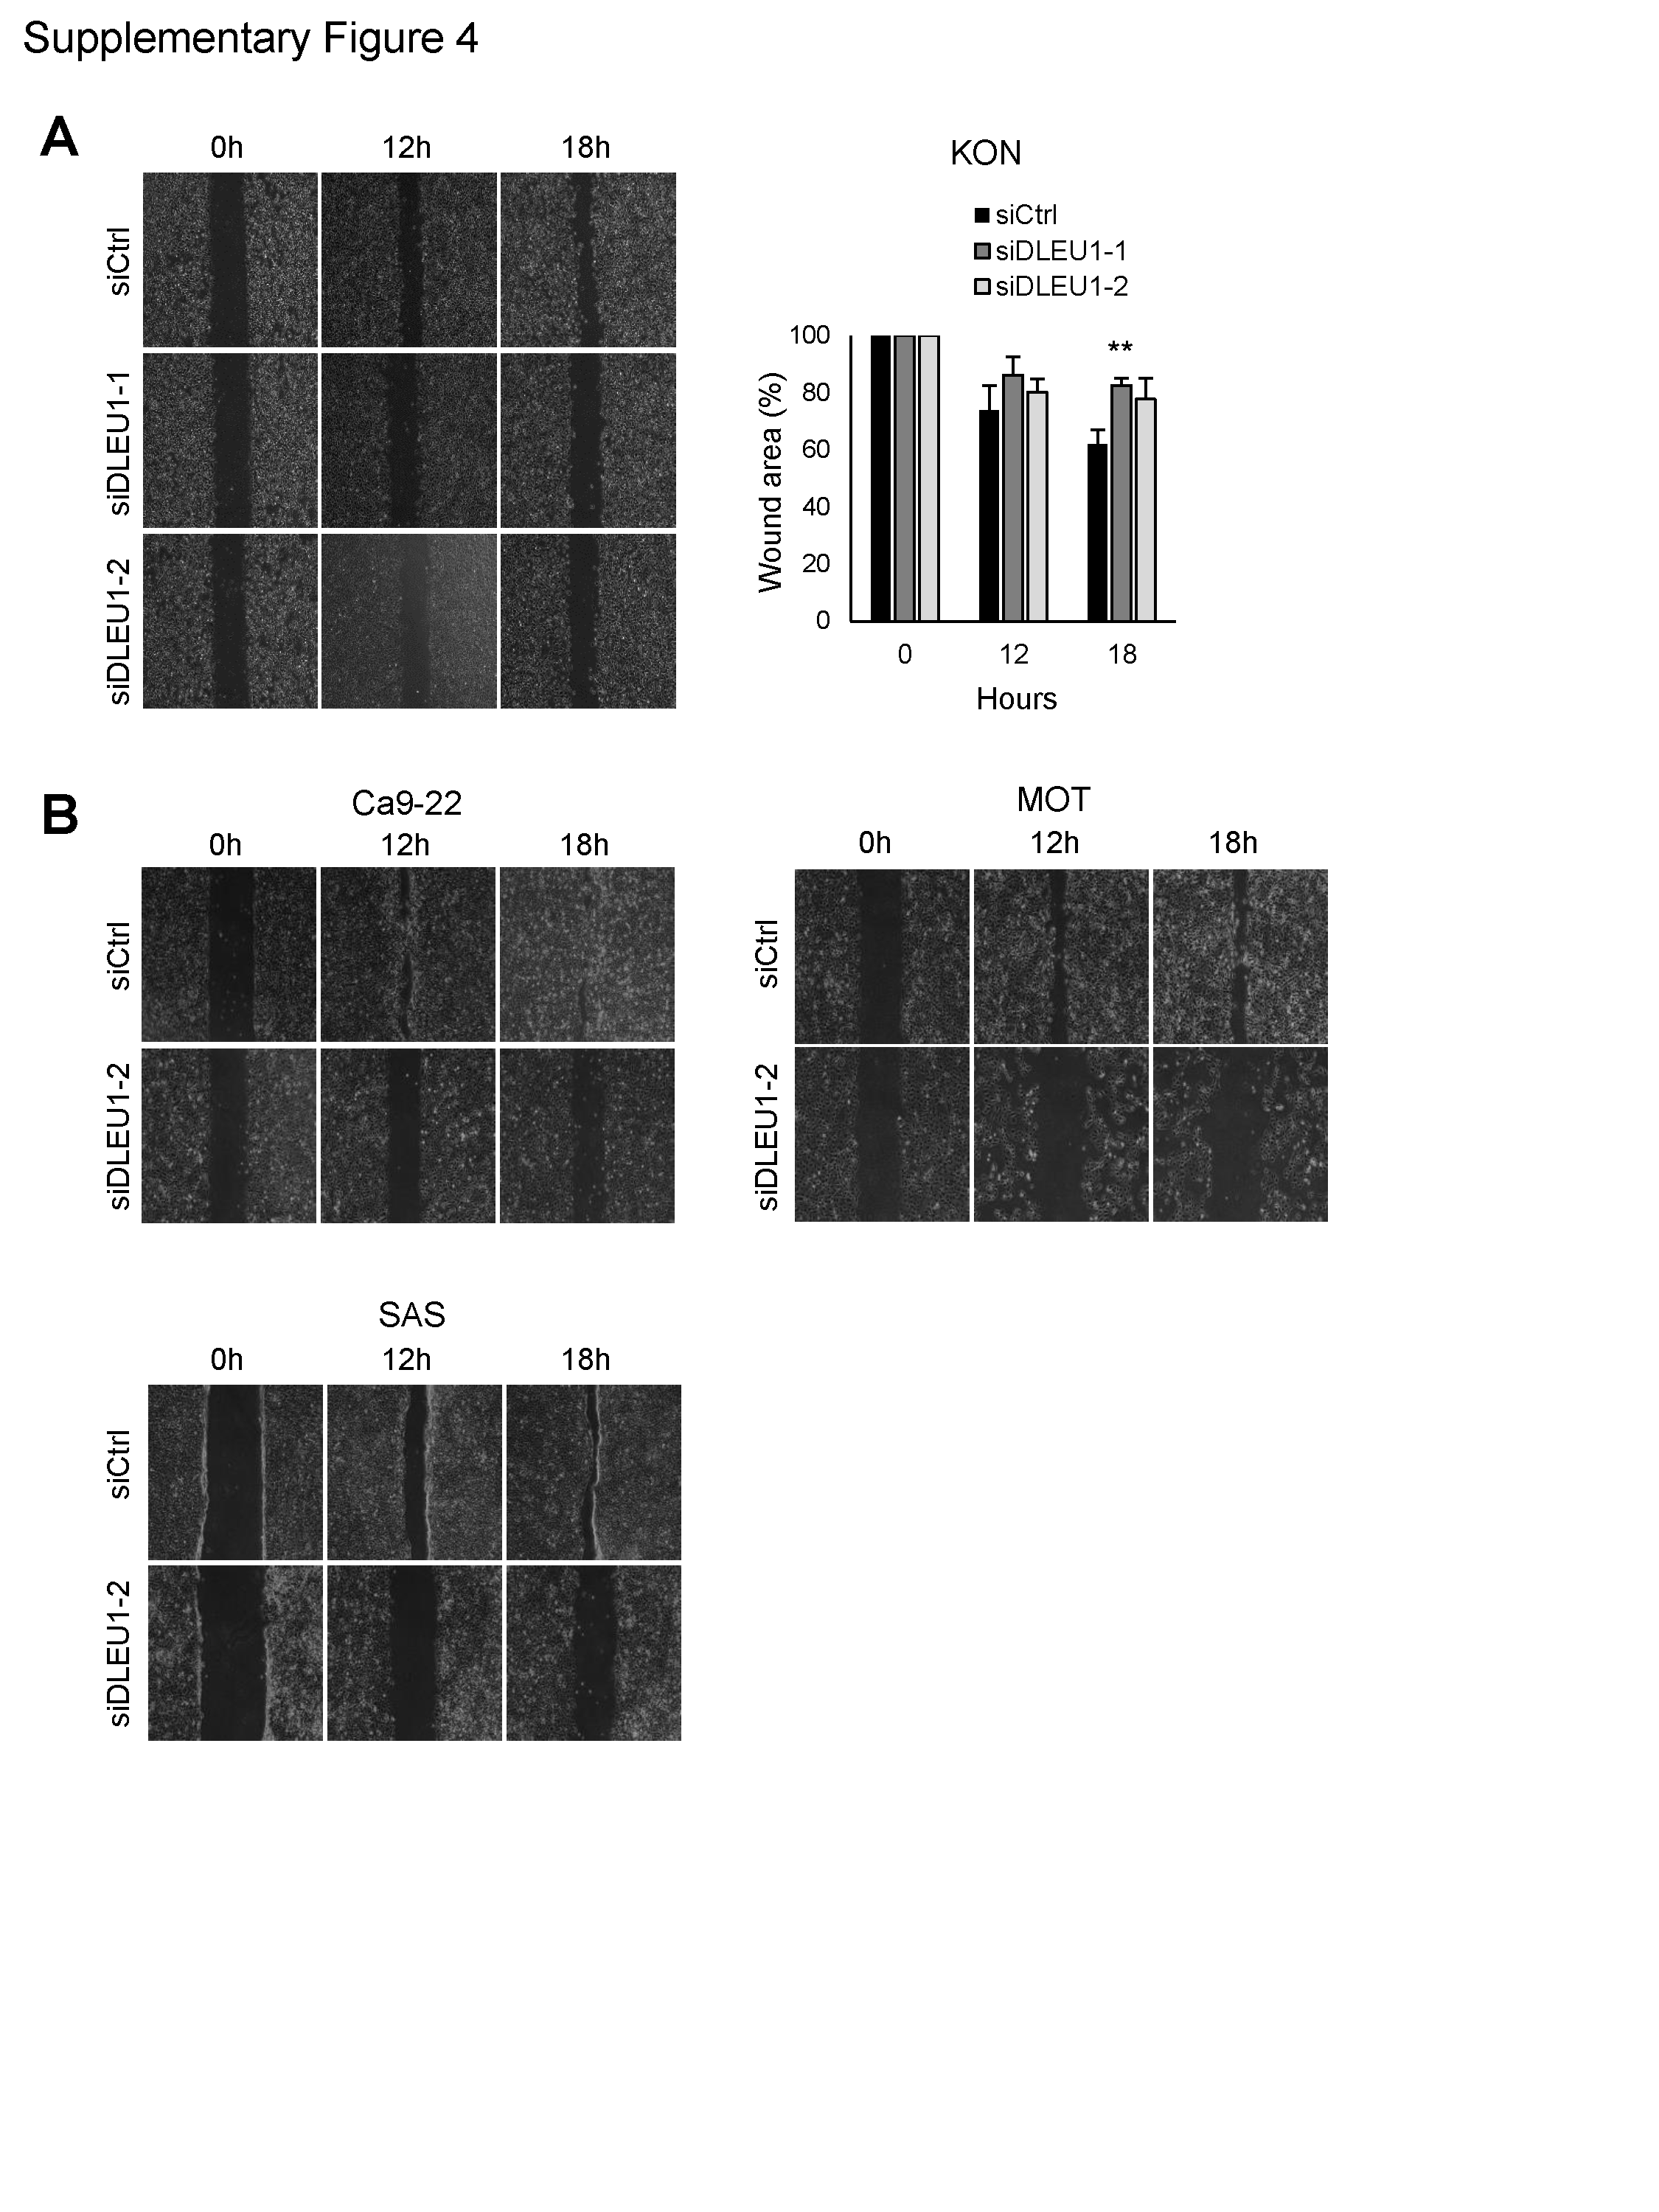

**Supplementary Figure 4**. Effects of DLEU1 knockdown on OSCC cell migration. (A) Results of wound healing assays using KON cells transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl). Representative results are on the left, and summarized results are on the right. Shown are means of 3 replications; error bars represent SDs. ***P* < 0.01. (B) Wound healing assays using the indicated OSCC cell lines transfected with the indicated siRNAs.

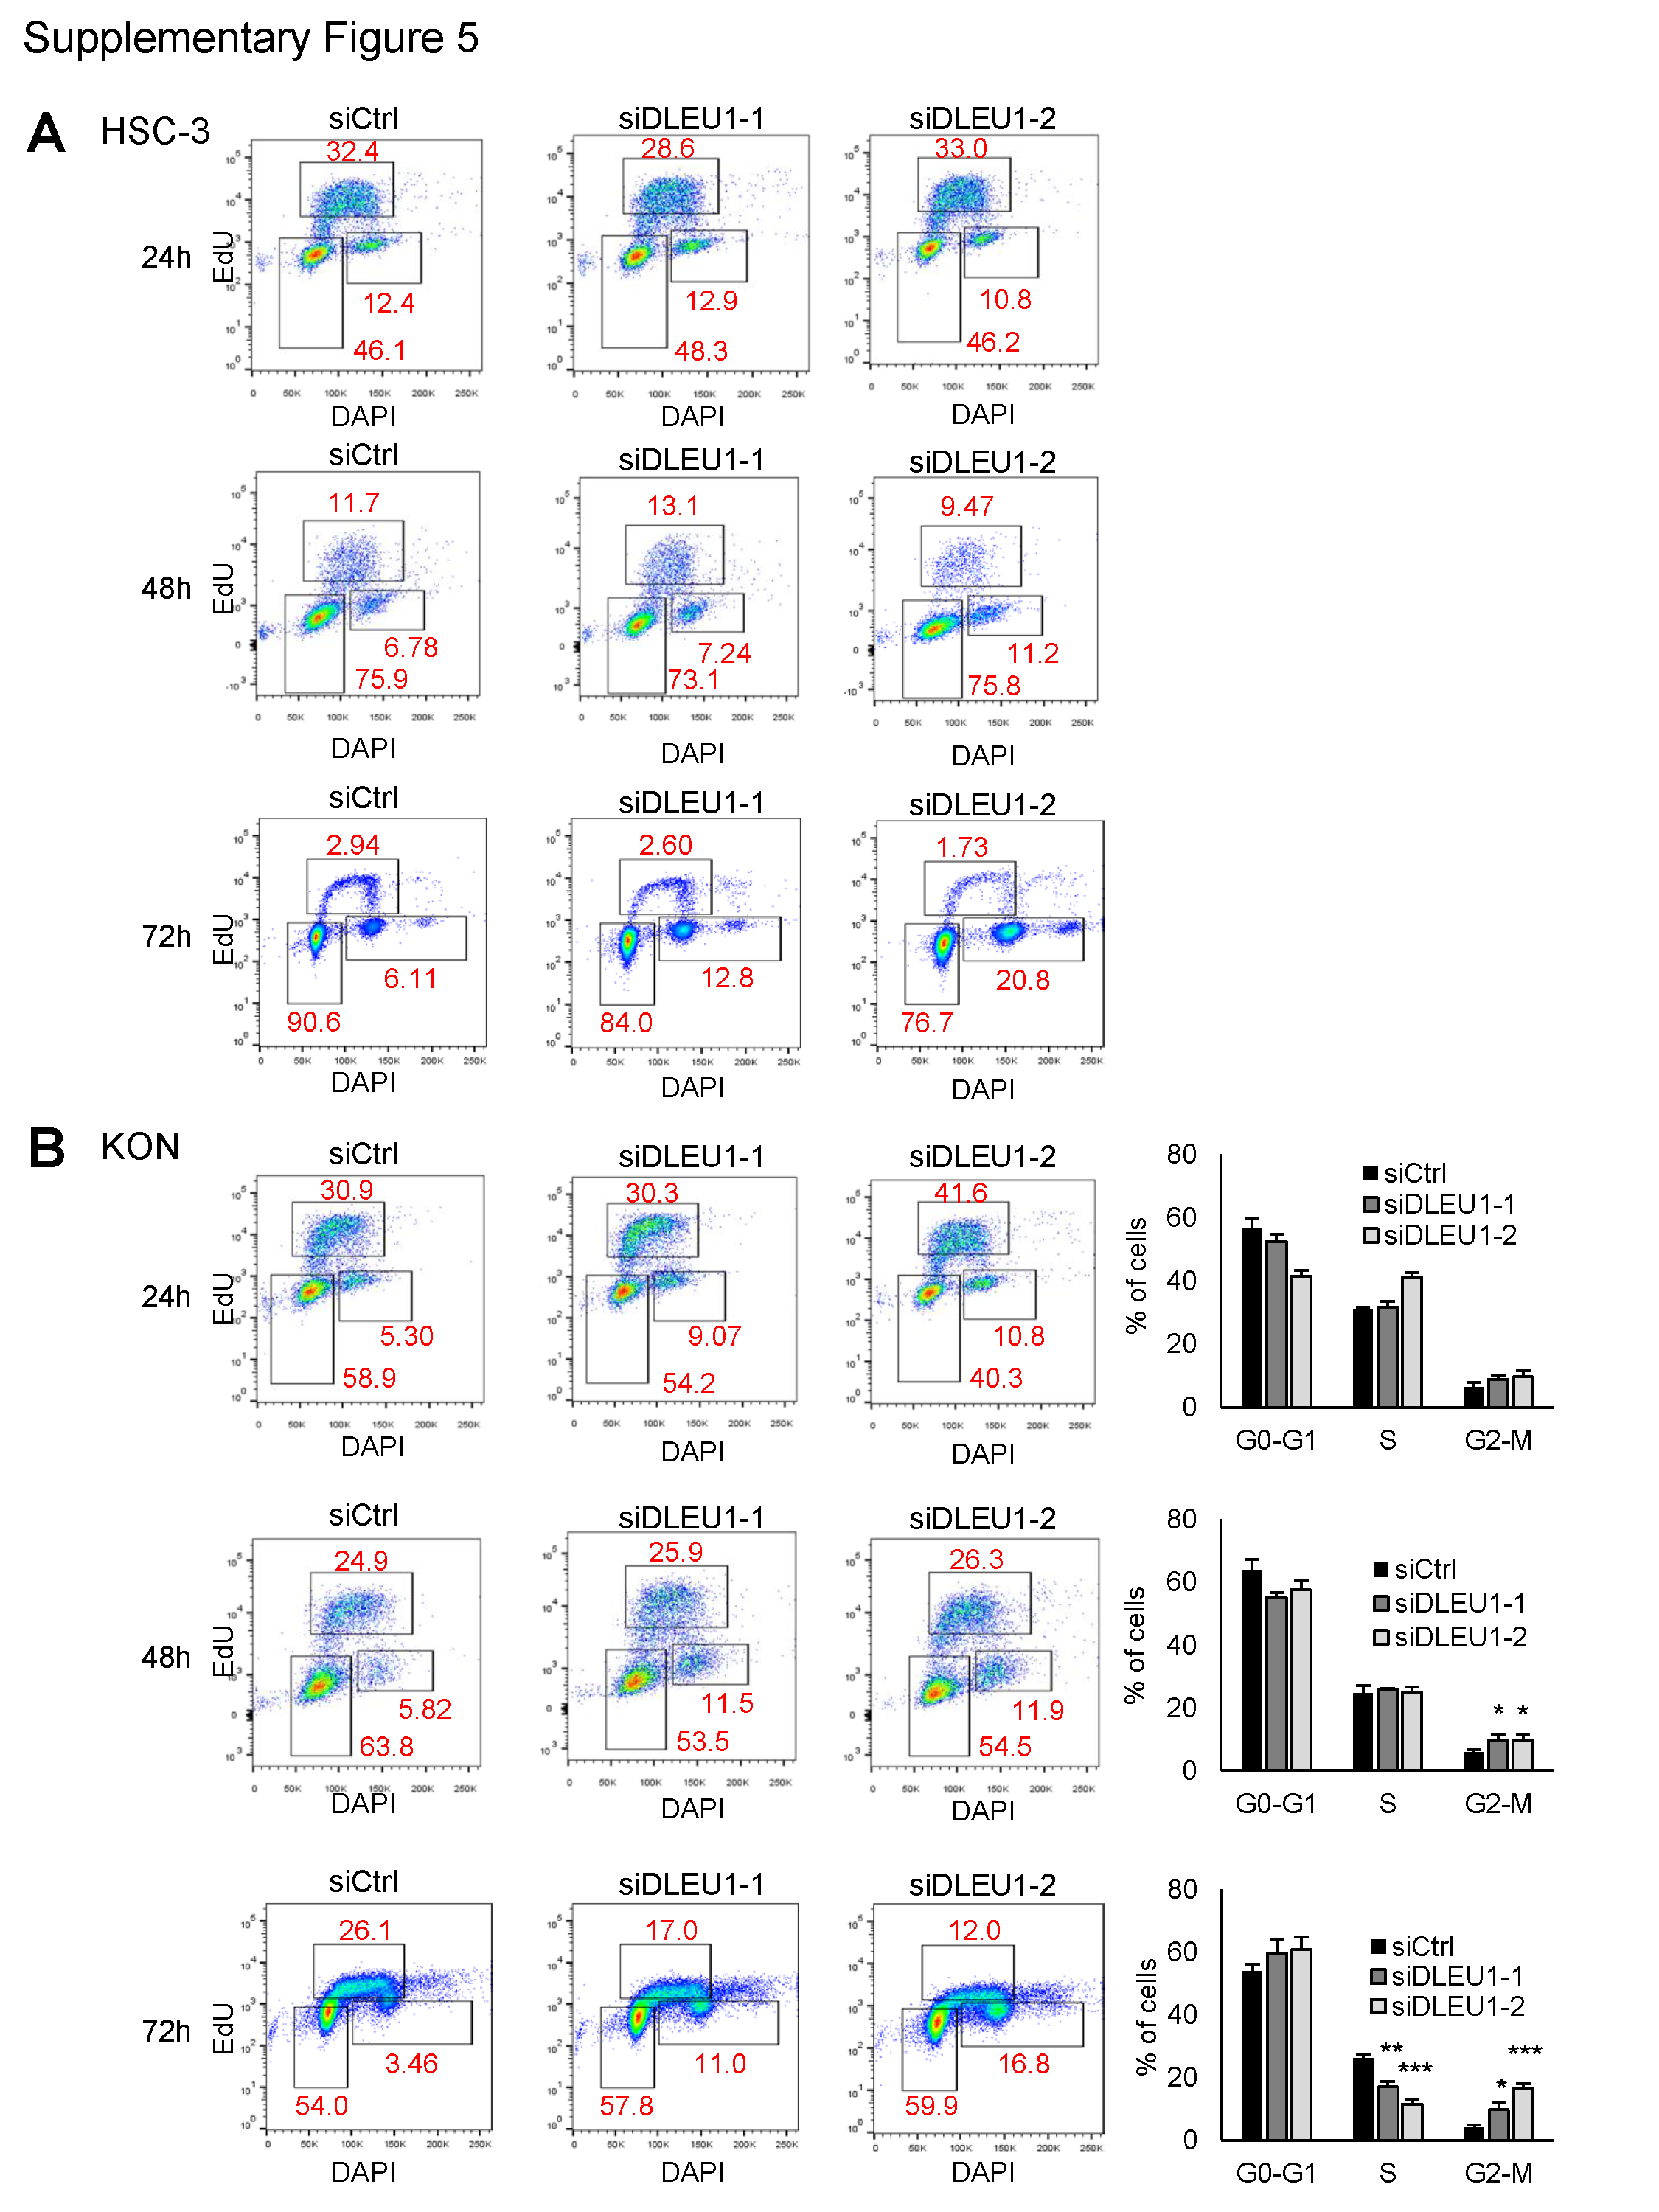

**Supplementary Figure 5**. Effects of DLEU1 knockdown on cell cycle in OSCC cells. (A) Representative results of cell cycle analyses of HSC-3 cells transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl). Cells were transfected with the indicated siRNAs, and cell cycling was assessed at the indicated time points. Summarized results are shown in Figure 3. (B) Results of cell cycle analyses of KON cells transfected with the indicated siRNAs. Representative results are shown on the left. Summarized results of 3 replications are on the right; error bars represent SDs. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

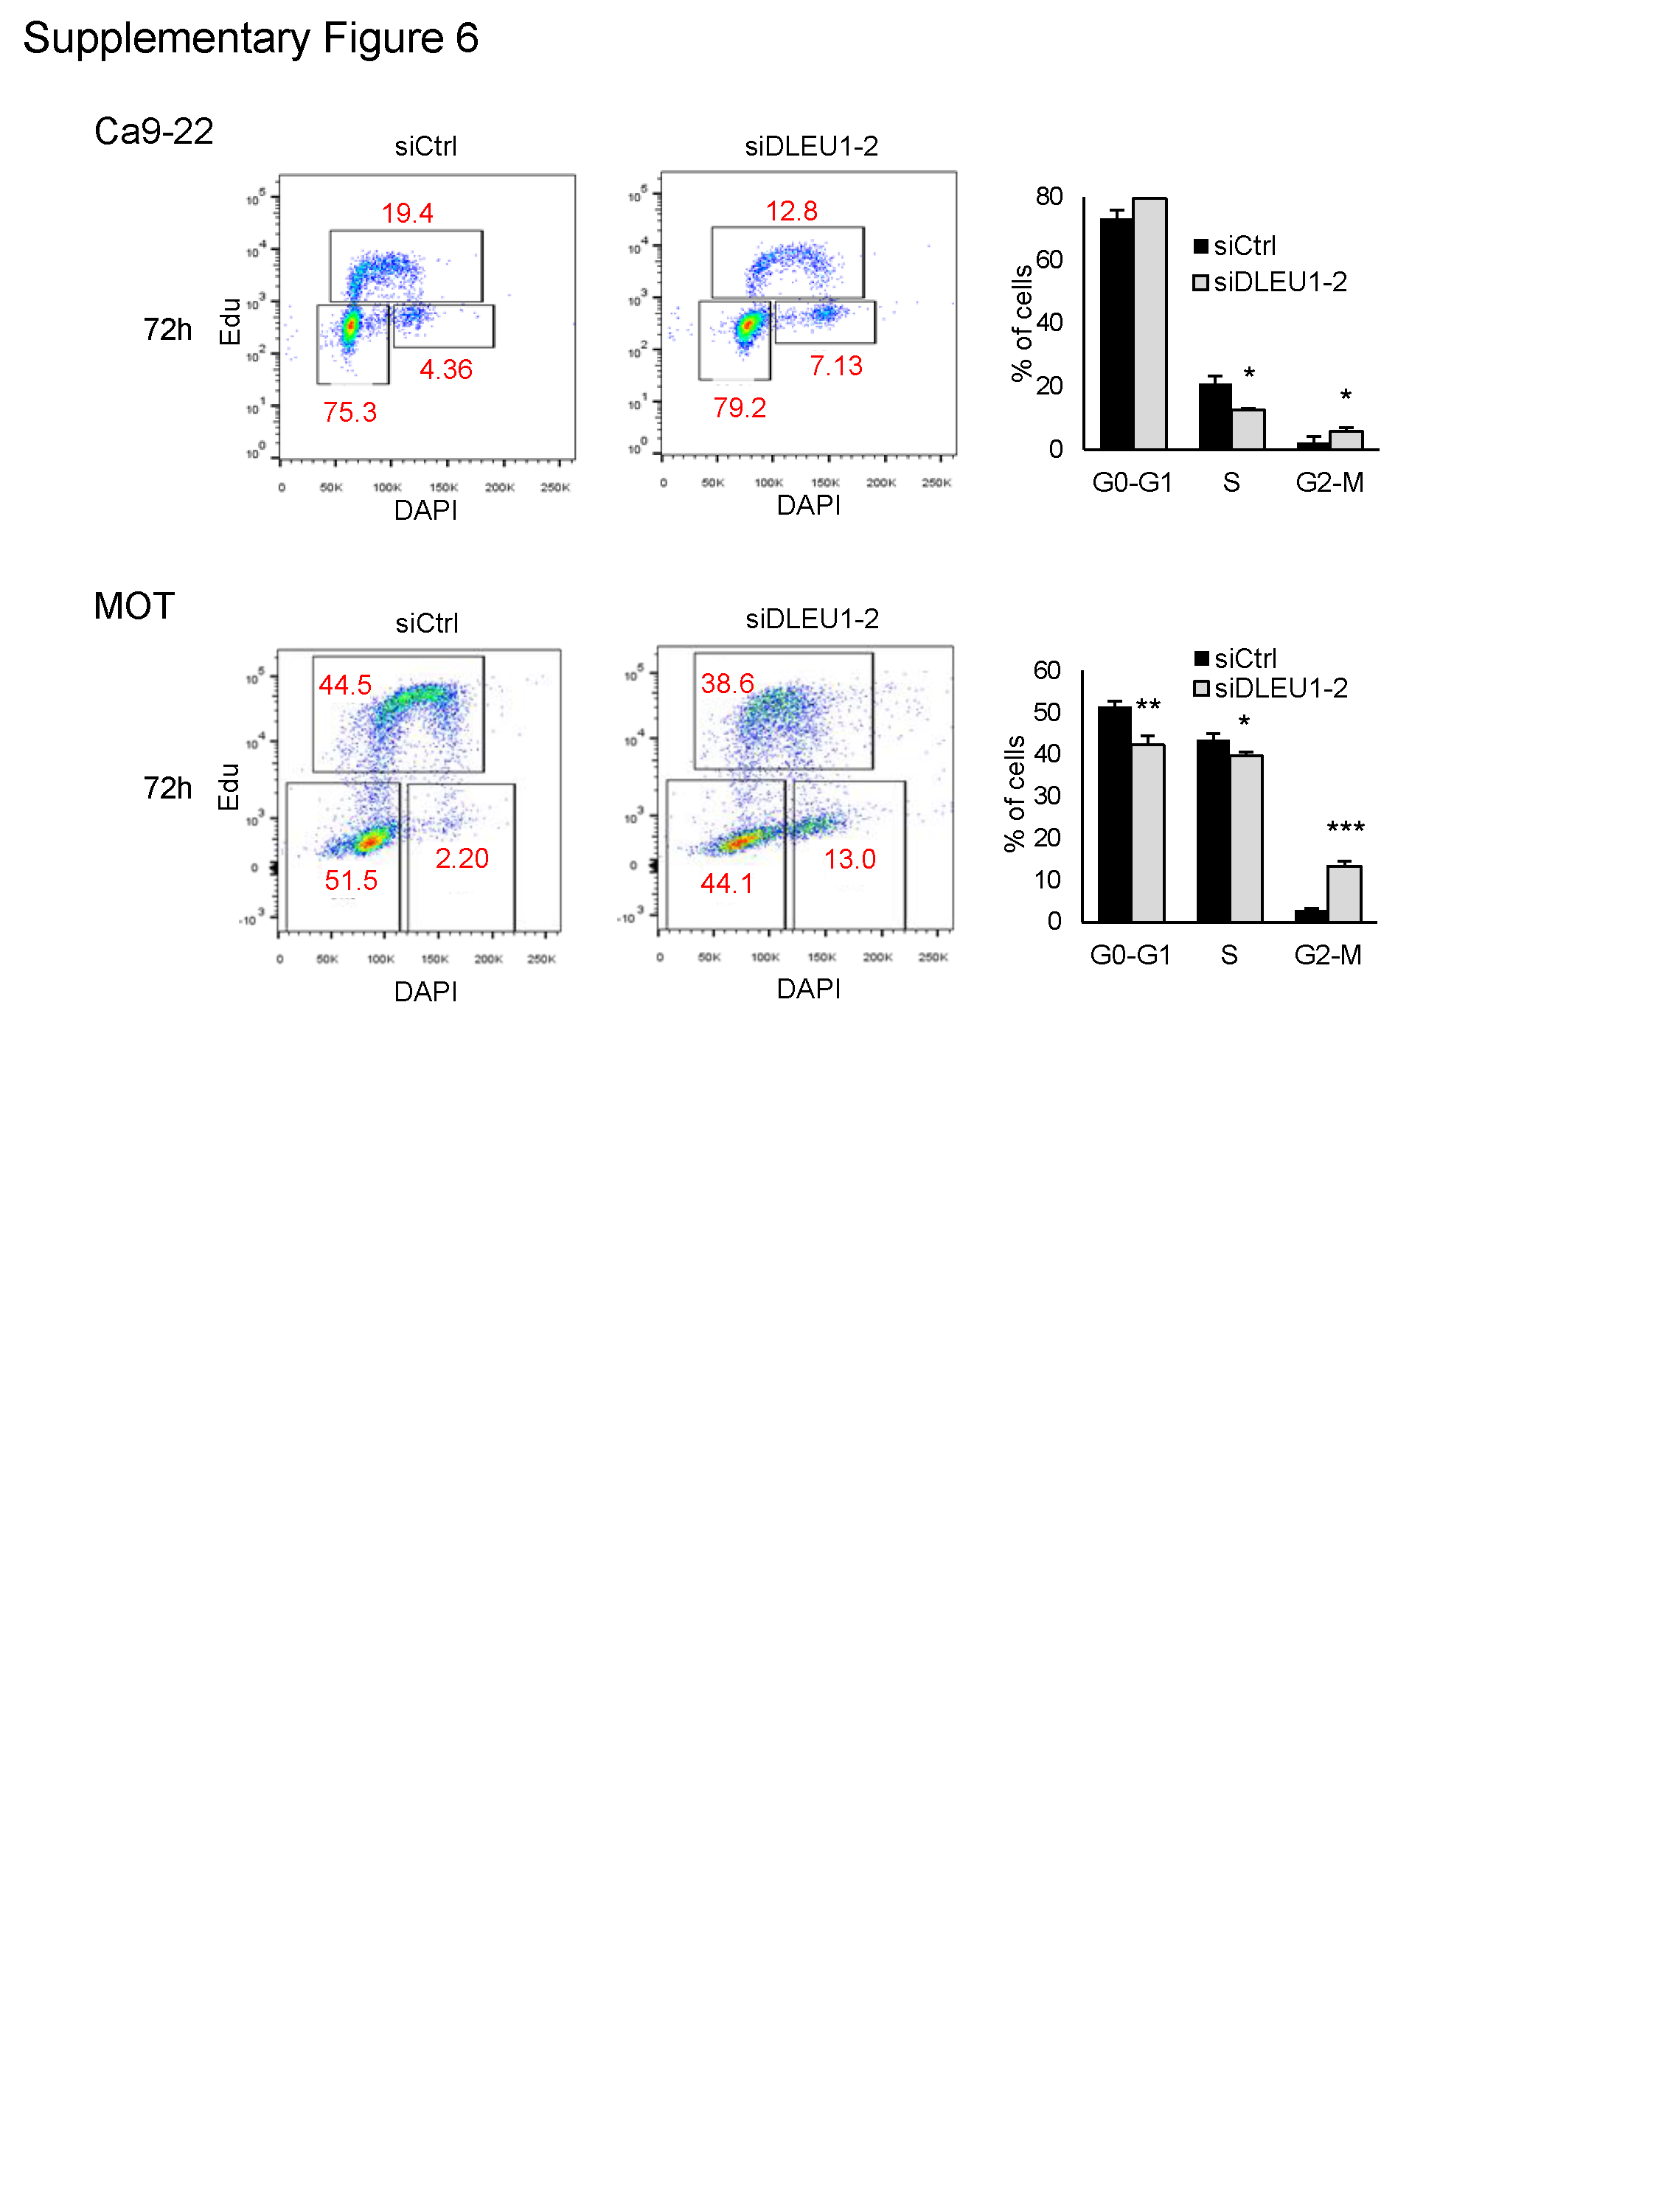

**Supplementary Figure 6**. Effects of DLEU1 knockdown on cell cycle in OSCC cells. Ca9-22 (upper) or MOT (lower) cells were transfected with siRNA targeting DLEU1 or control siRNA (siCtrl) and incubated for 72h, after which cell cycle was assessed. Representative results are shown on the left. Summarized results of 3 replications are on the right; error bars represent SDs. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

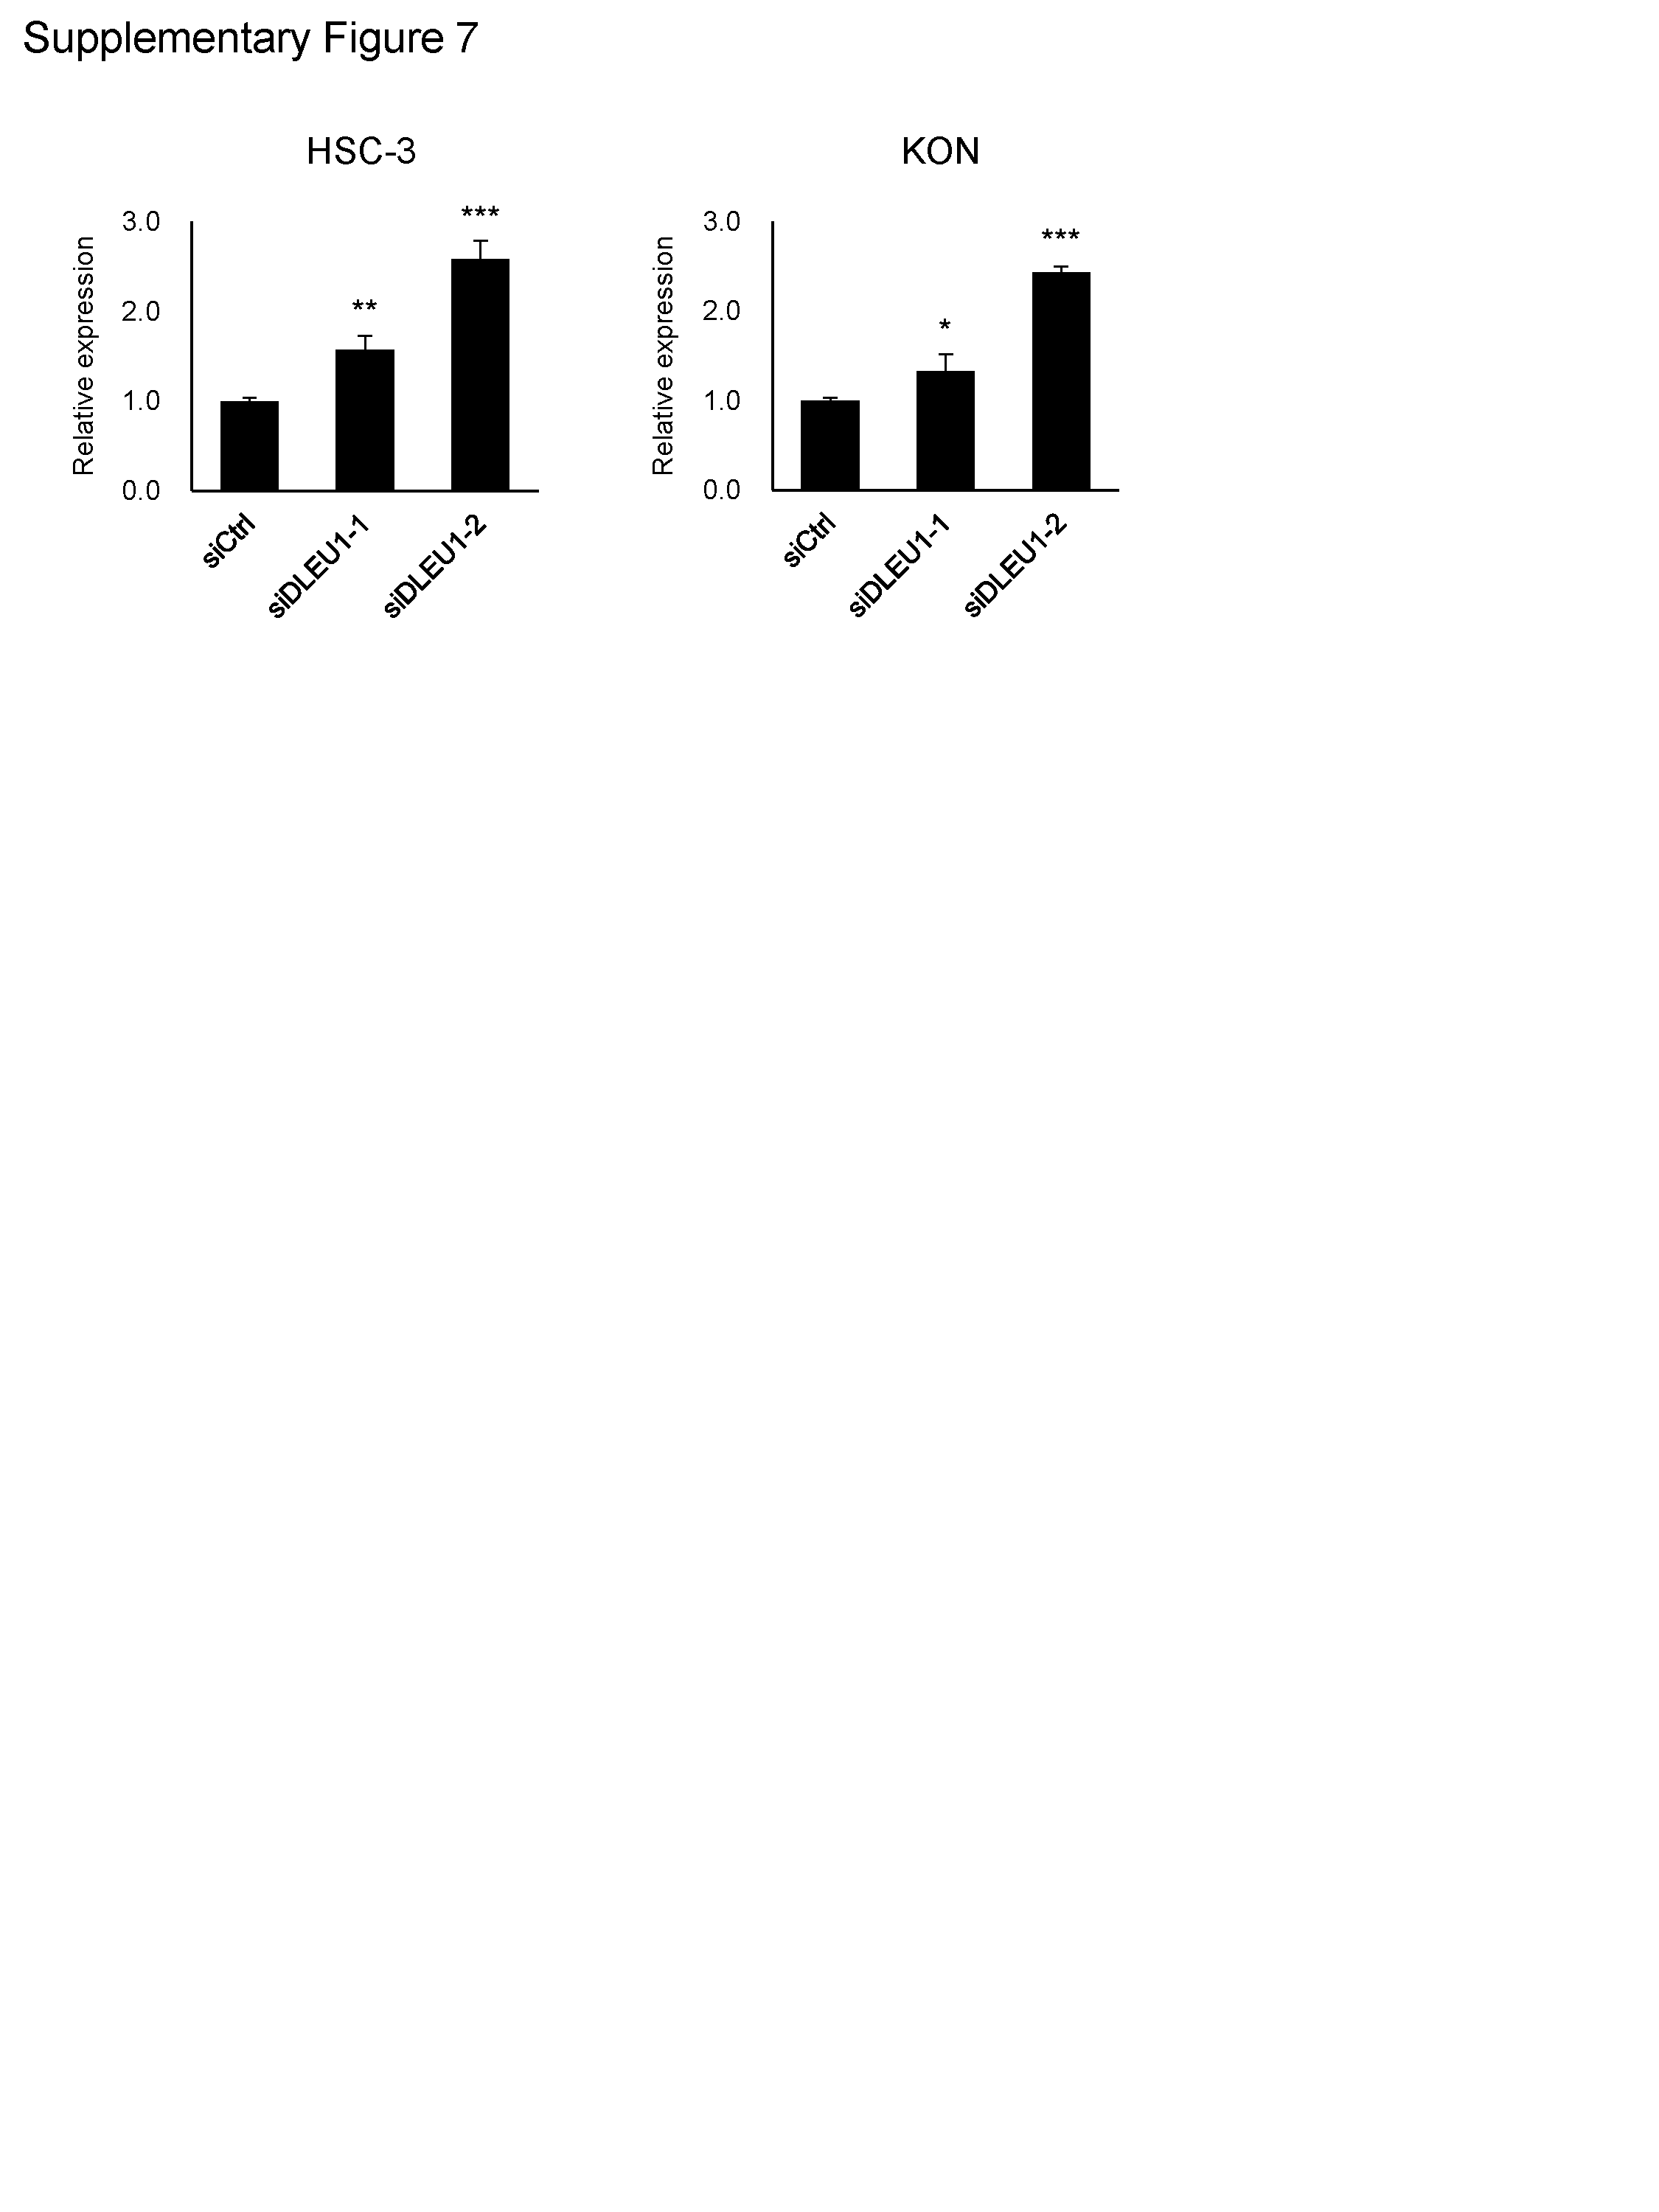

**Supplementary Figure 7**. DLEU1 knockdown induces WEE1 expression in OSCC cells. HSC-3 (left) or KON (right) cells were transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl) and incubated for 72 h, after which expression of WEE1 was assessed using qRT-PCR. Shown are means of 3 replications; error bars represent SDs. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

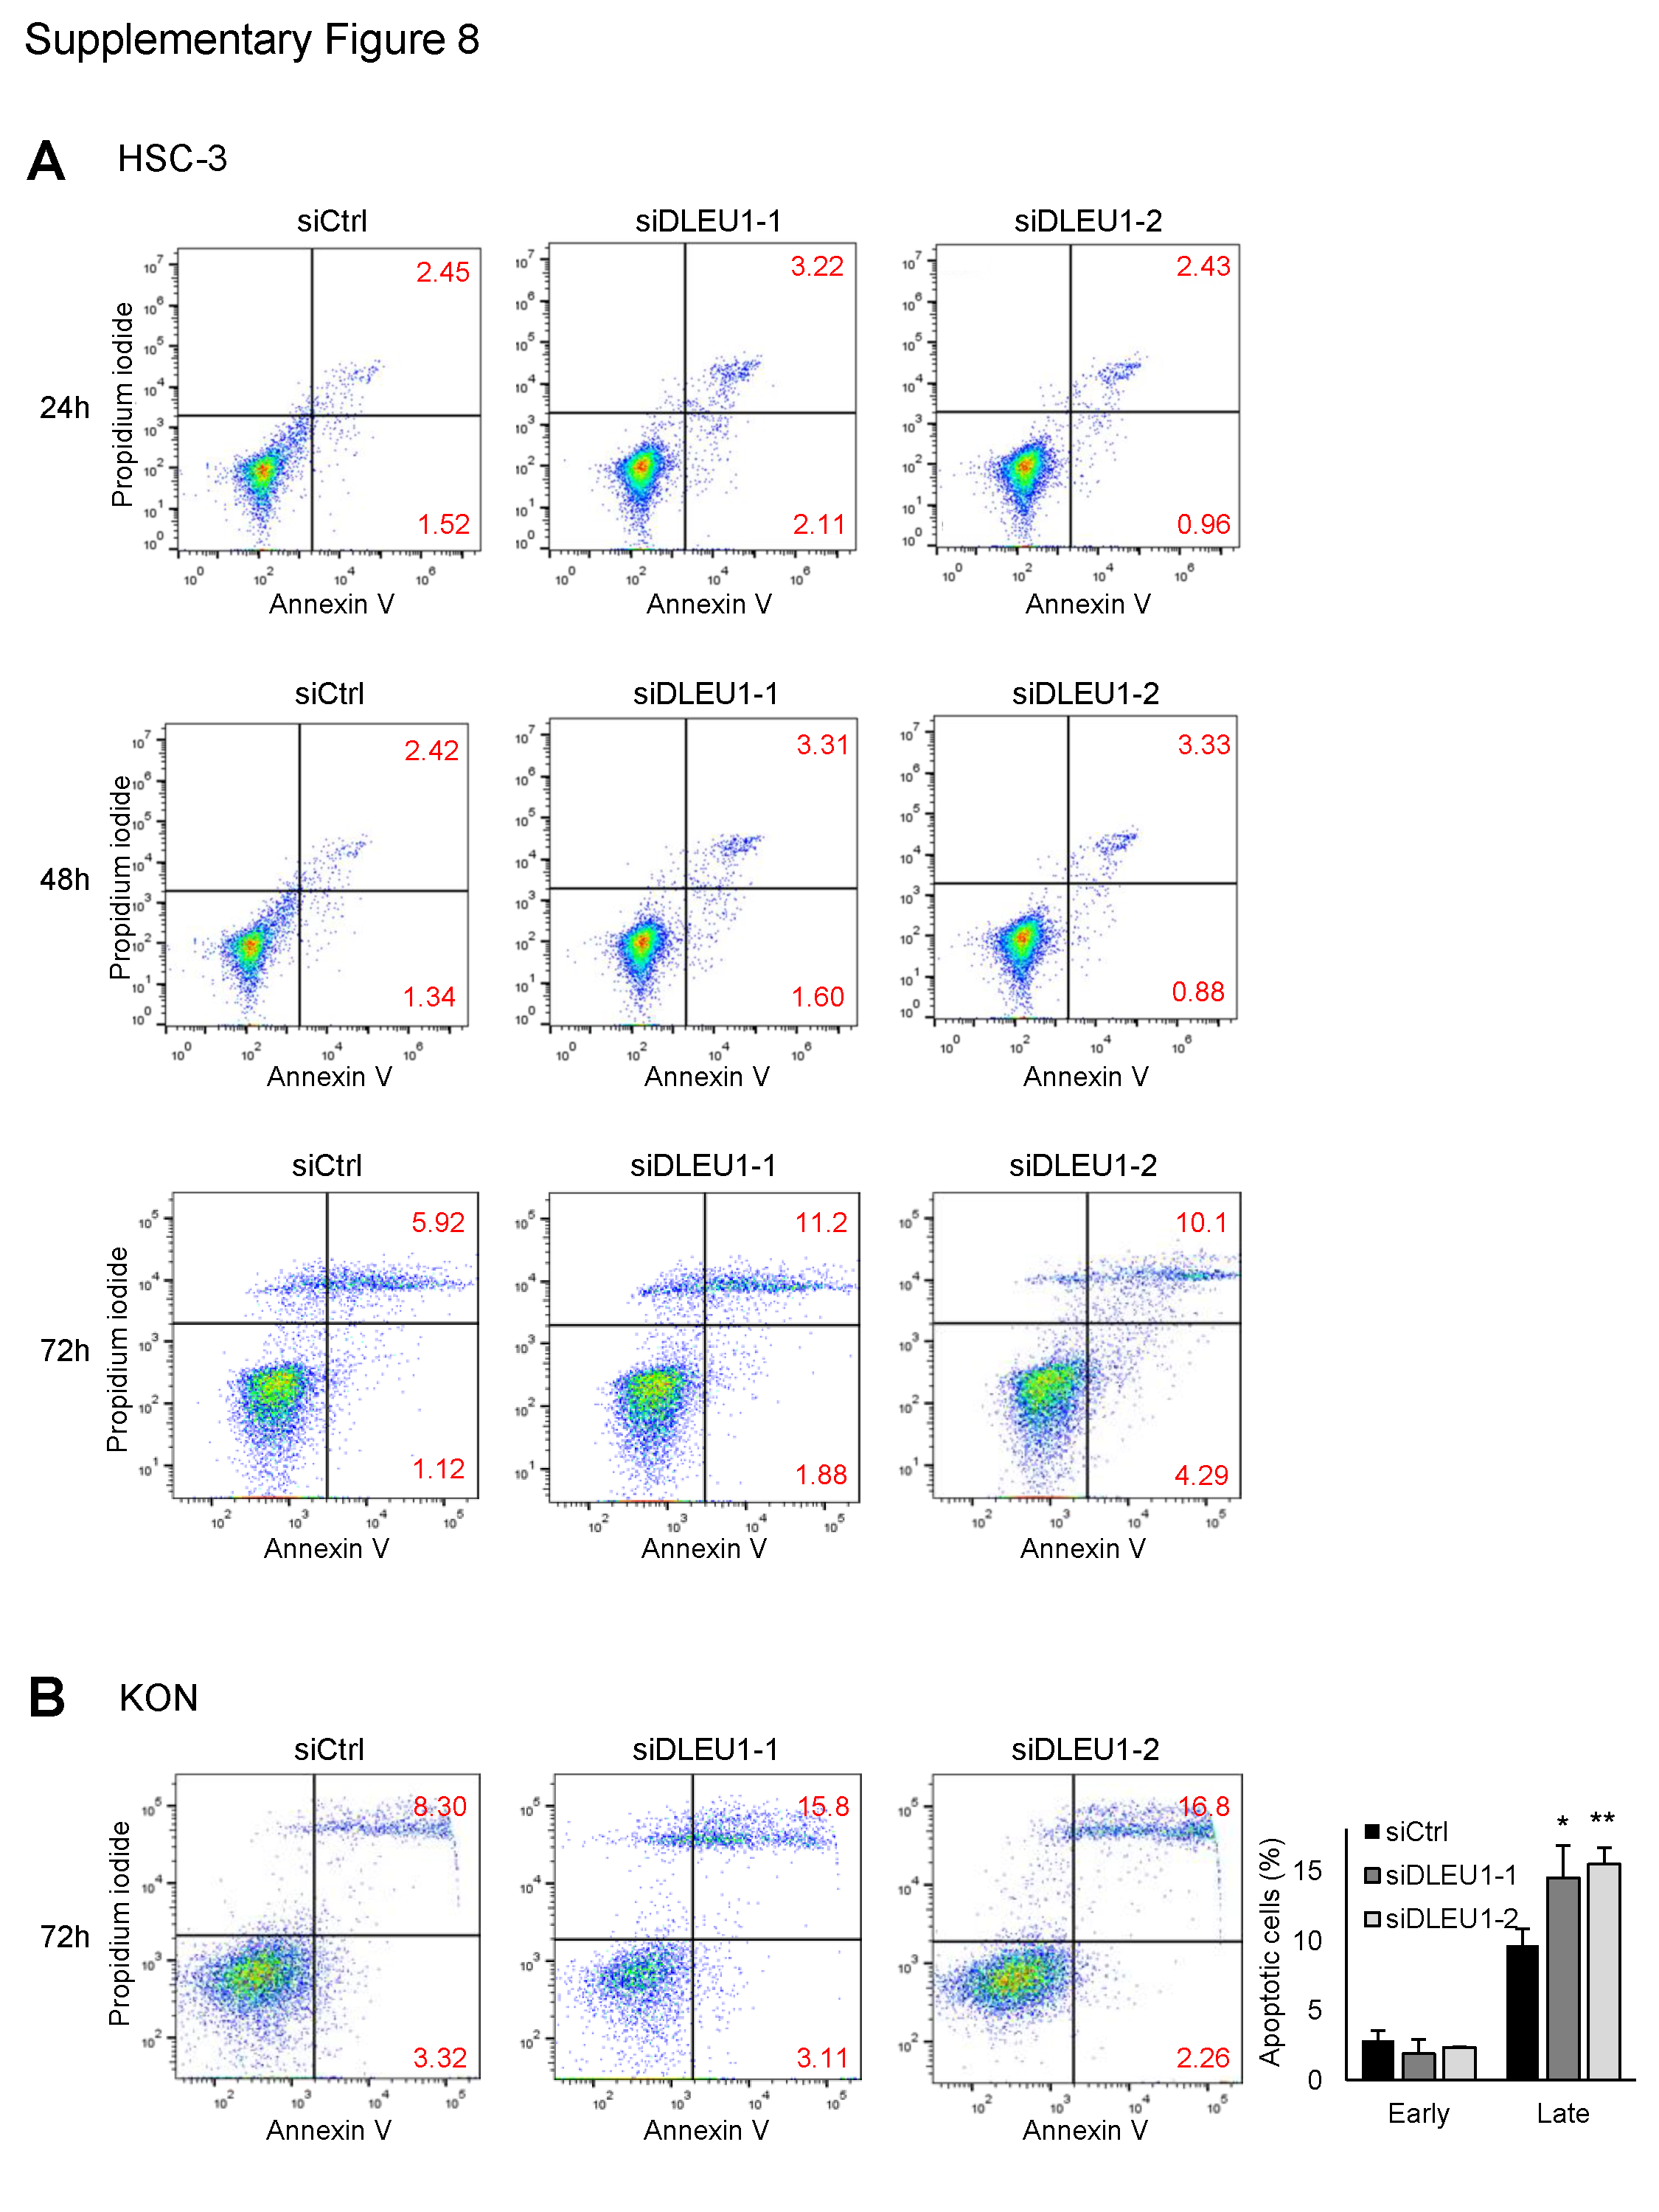

**Supplementary Figure 8**. DLEU1 knockdown induces apoptosis in OSCC cells. (A) Representative results of apoptosis analyses of HSC-3 cells transfected with siRNAs targeting DLEU1 or control siRNA (siCtrl). Cells were transfected with the indicated siRNAs, after which apoptosis was assessed at the indicated time points. Summarized results are shown in Figure 3. (B) Results of apoptosis analyses in KON cells transfected with the indicated siRNAs. Apoptosis was assessed 72 h after transfection. Representative results are shown on the left. Summarized results of 3 replications are on the right; error bars represent SDs. **P* < 0.05, ***P* < 0.01.

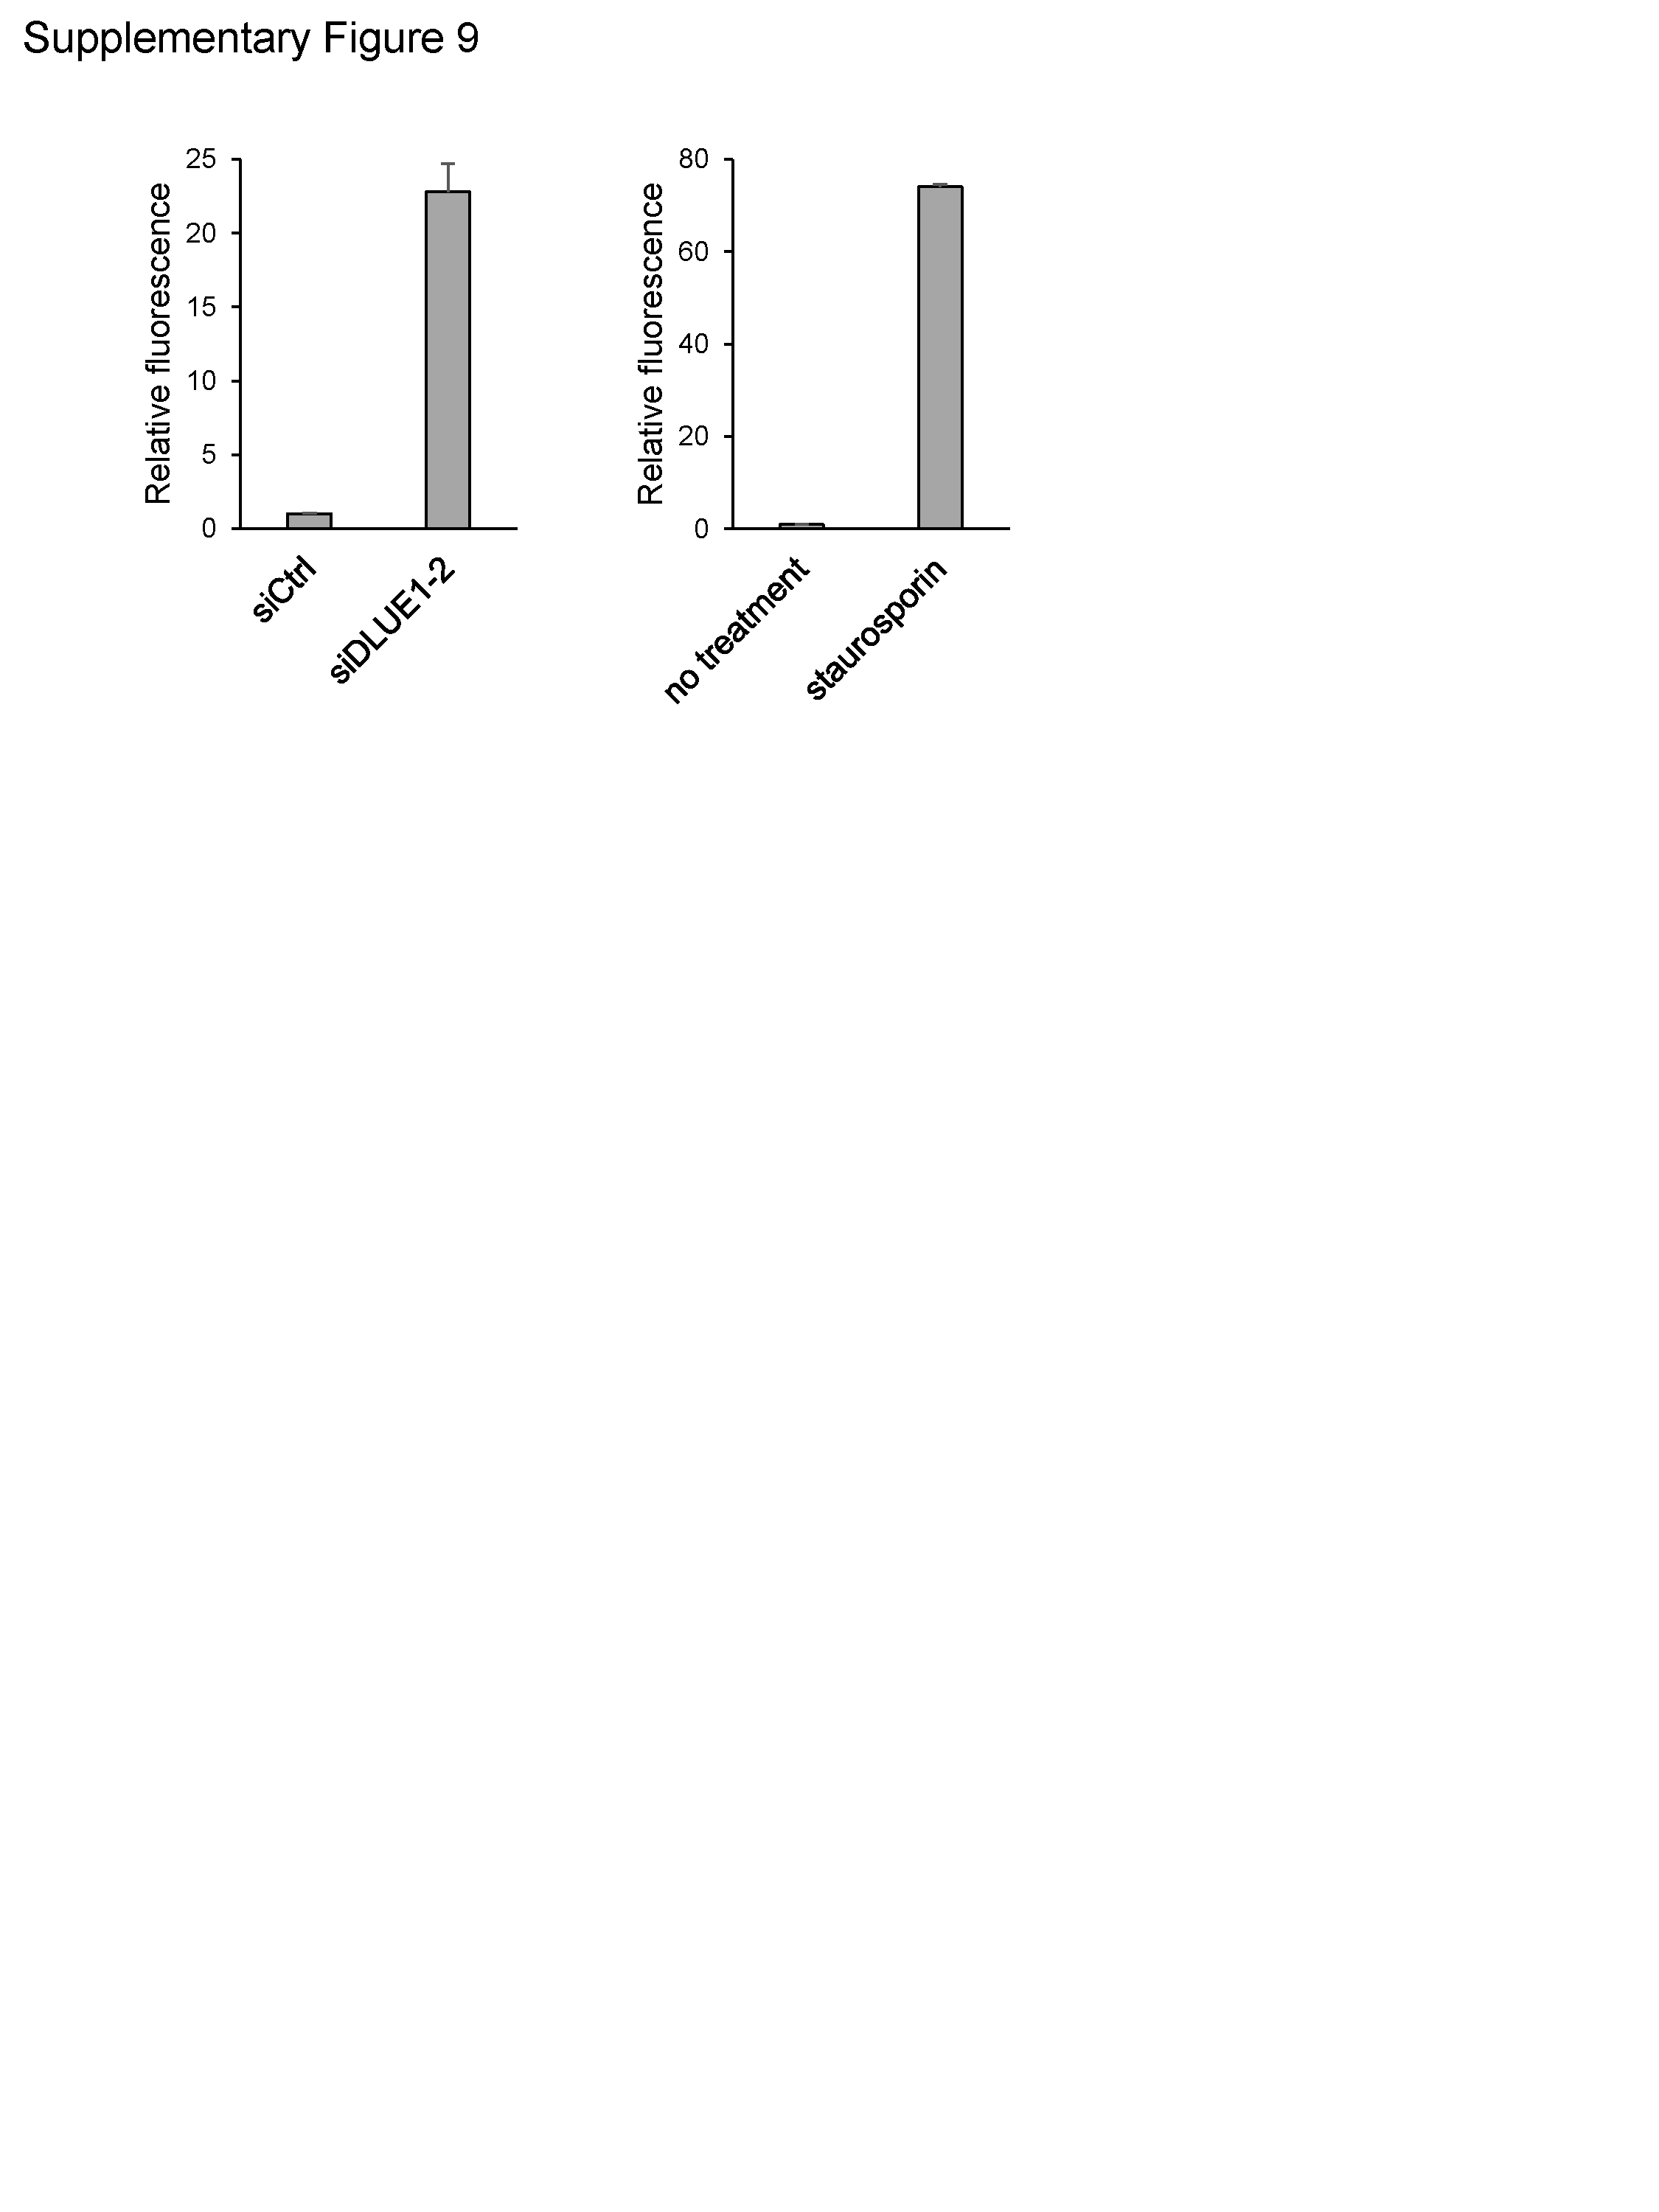

**Supplementary Figure 9**. DLEU1 knockdown enhances caspase-3 activity in OSCC cells. HSC-3 cells were transfected with the indicated siRNAs, and caspase-3 activities were assessed 72 h after transfection (left). HSC-3 cells treated with or without staurosporin (10 nM, 2 h) were used as positive and negative controls (right). Shown are means of 3 replications; error bars represent SDs.

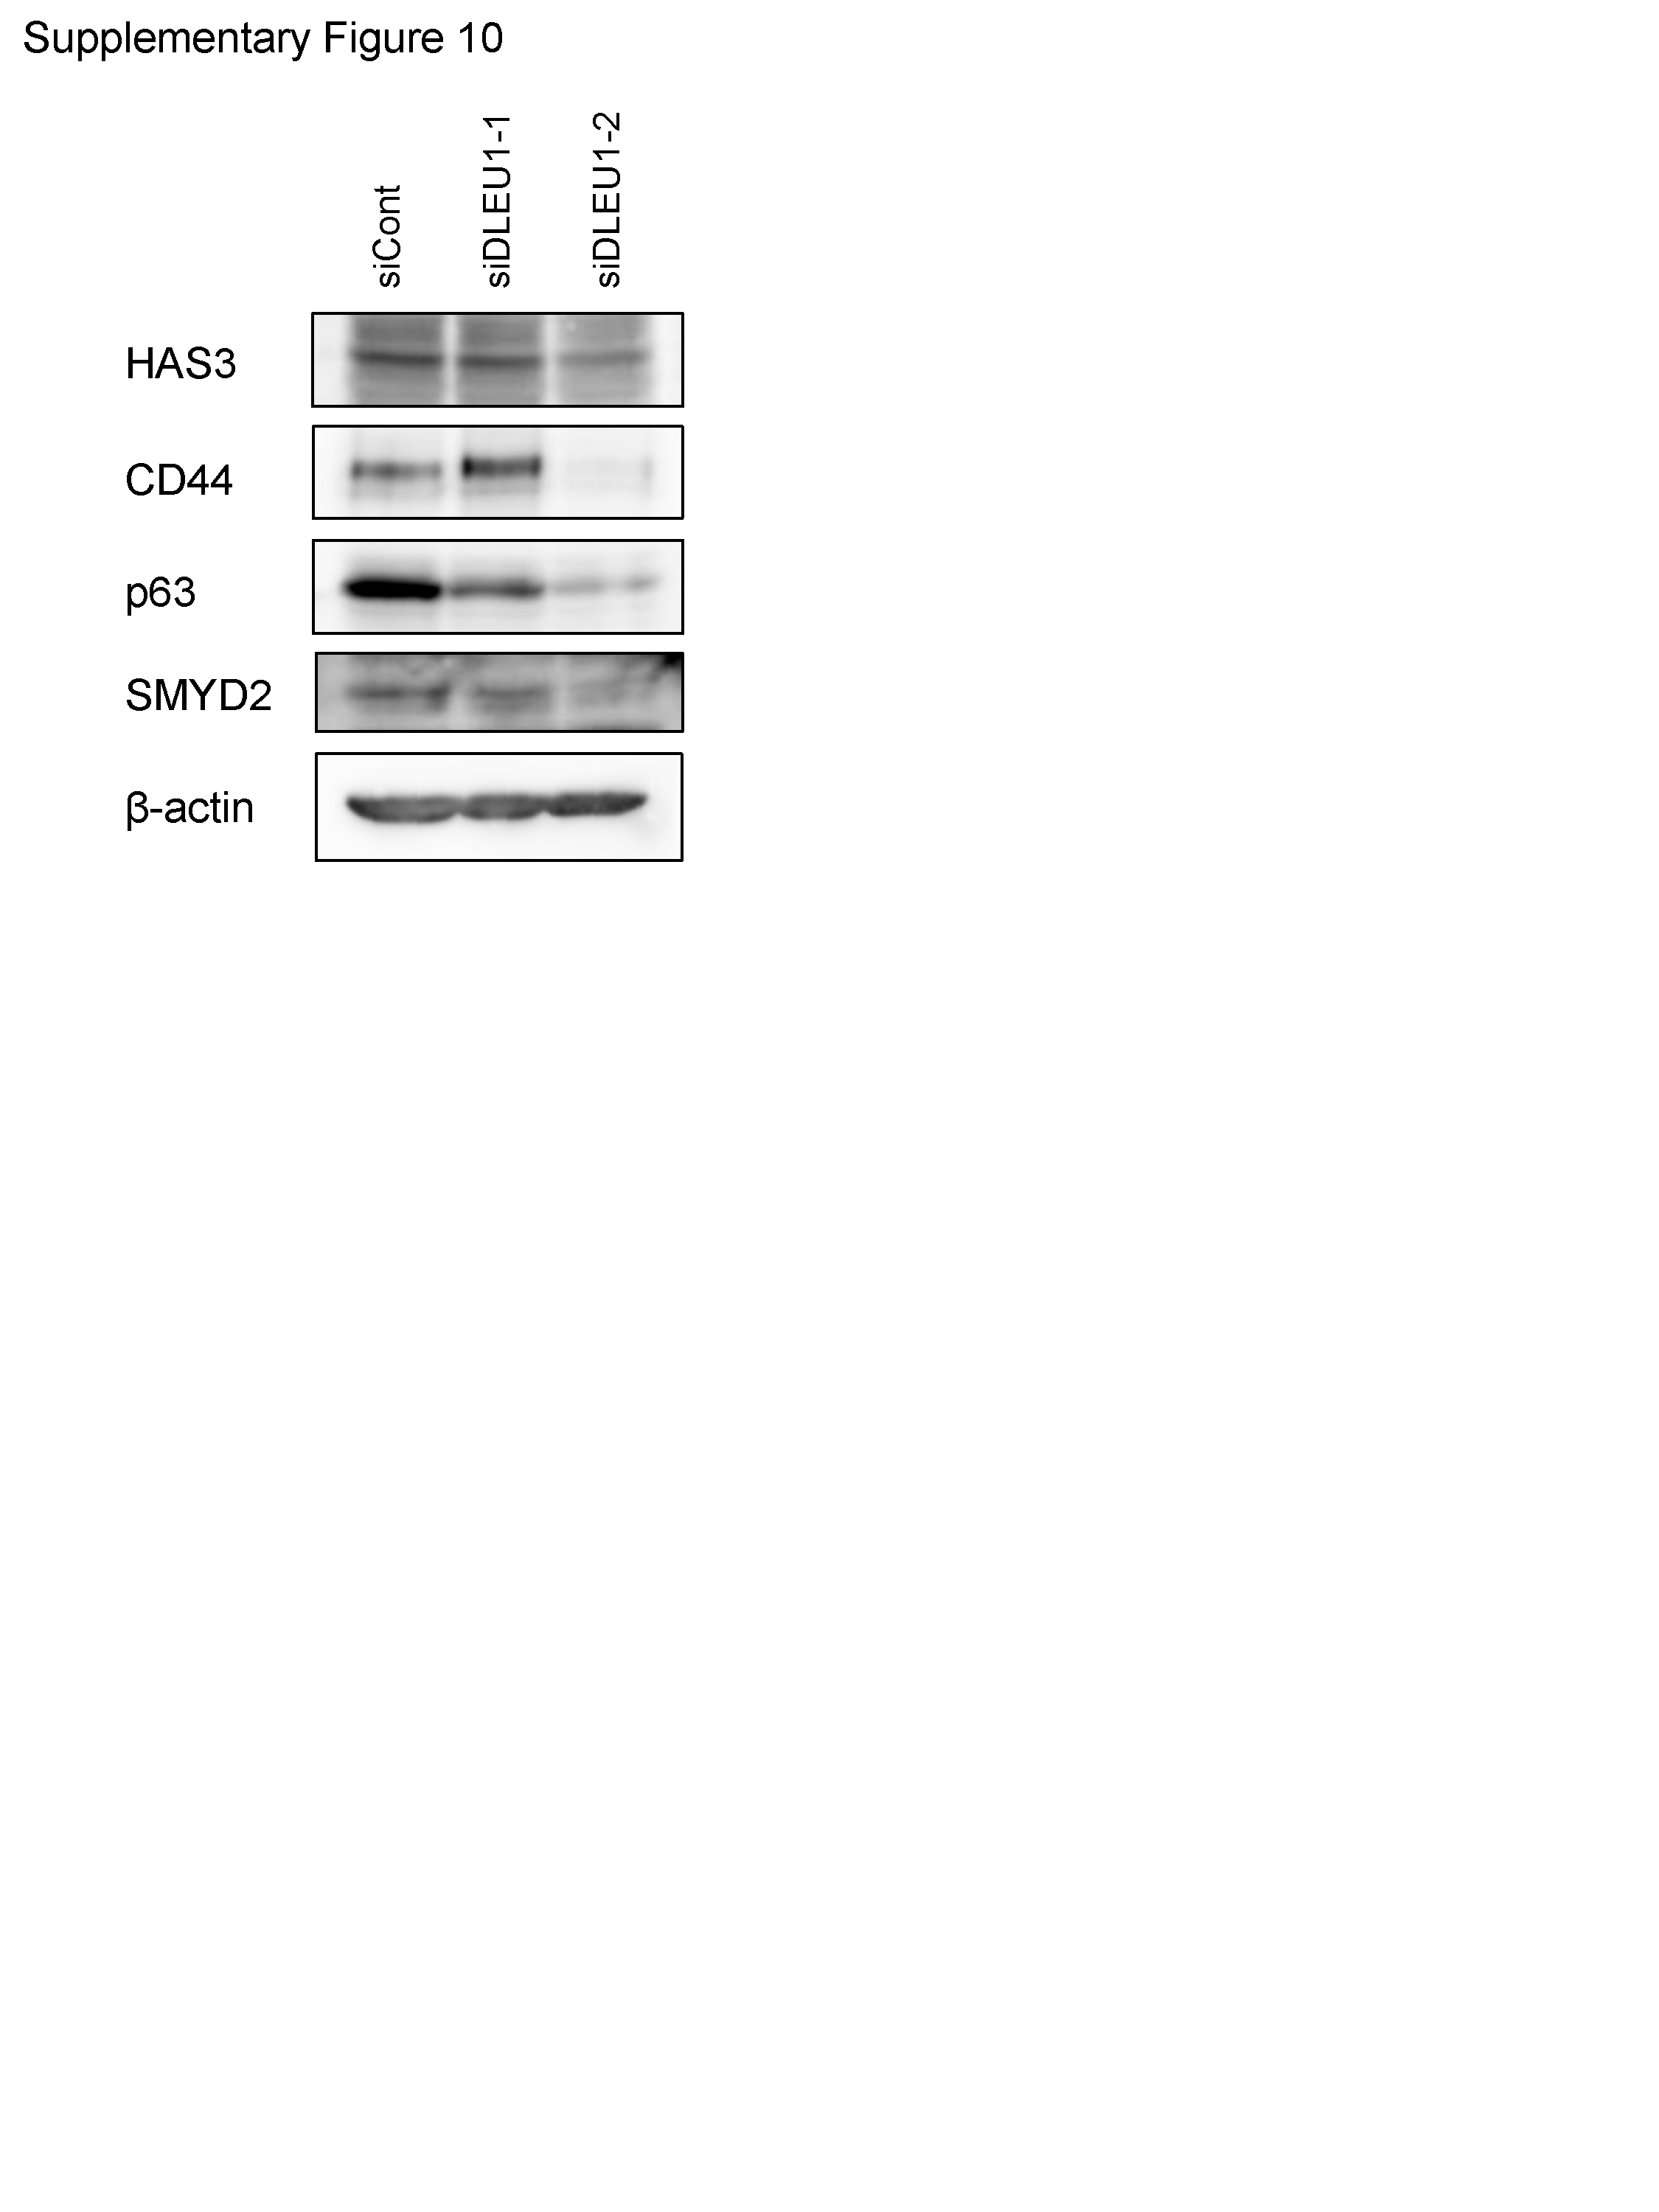

**Supplementary Figure 10**. Western blot analysis of HAS3, CD44, p63 and SMYD2 in OSCC cells after DLEU1 knockdown. HSC-3 cells were transfected with the indicated siRNAs, and cellular proteins were extracted 72 h after transfection. β-actin was used as a loading control.

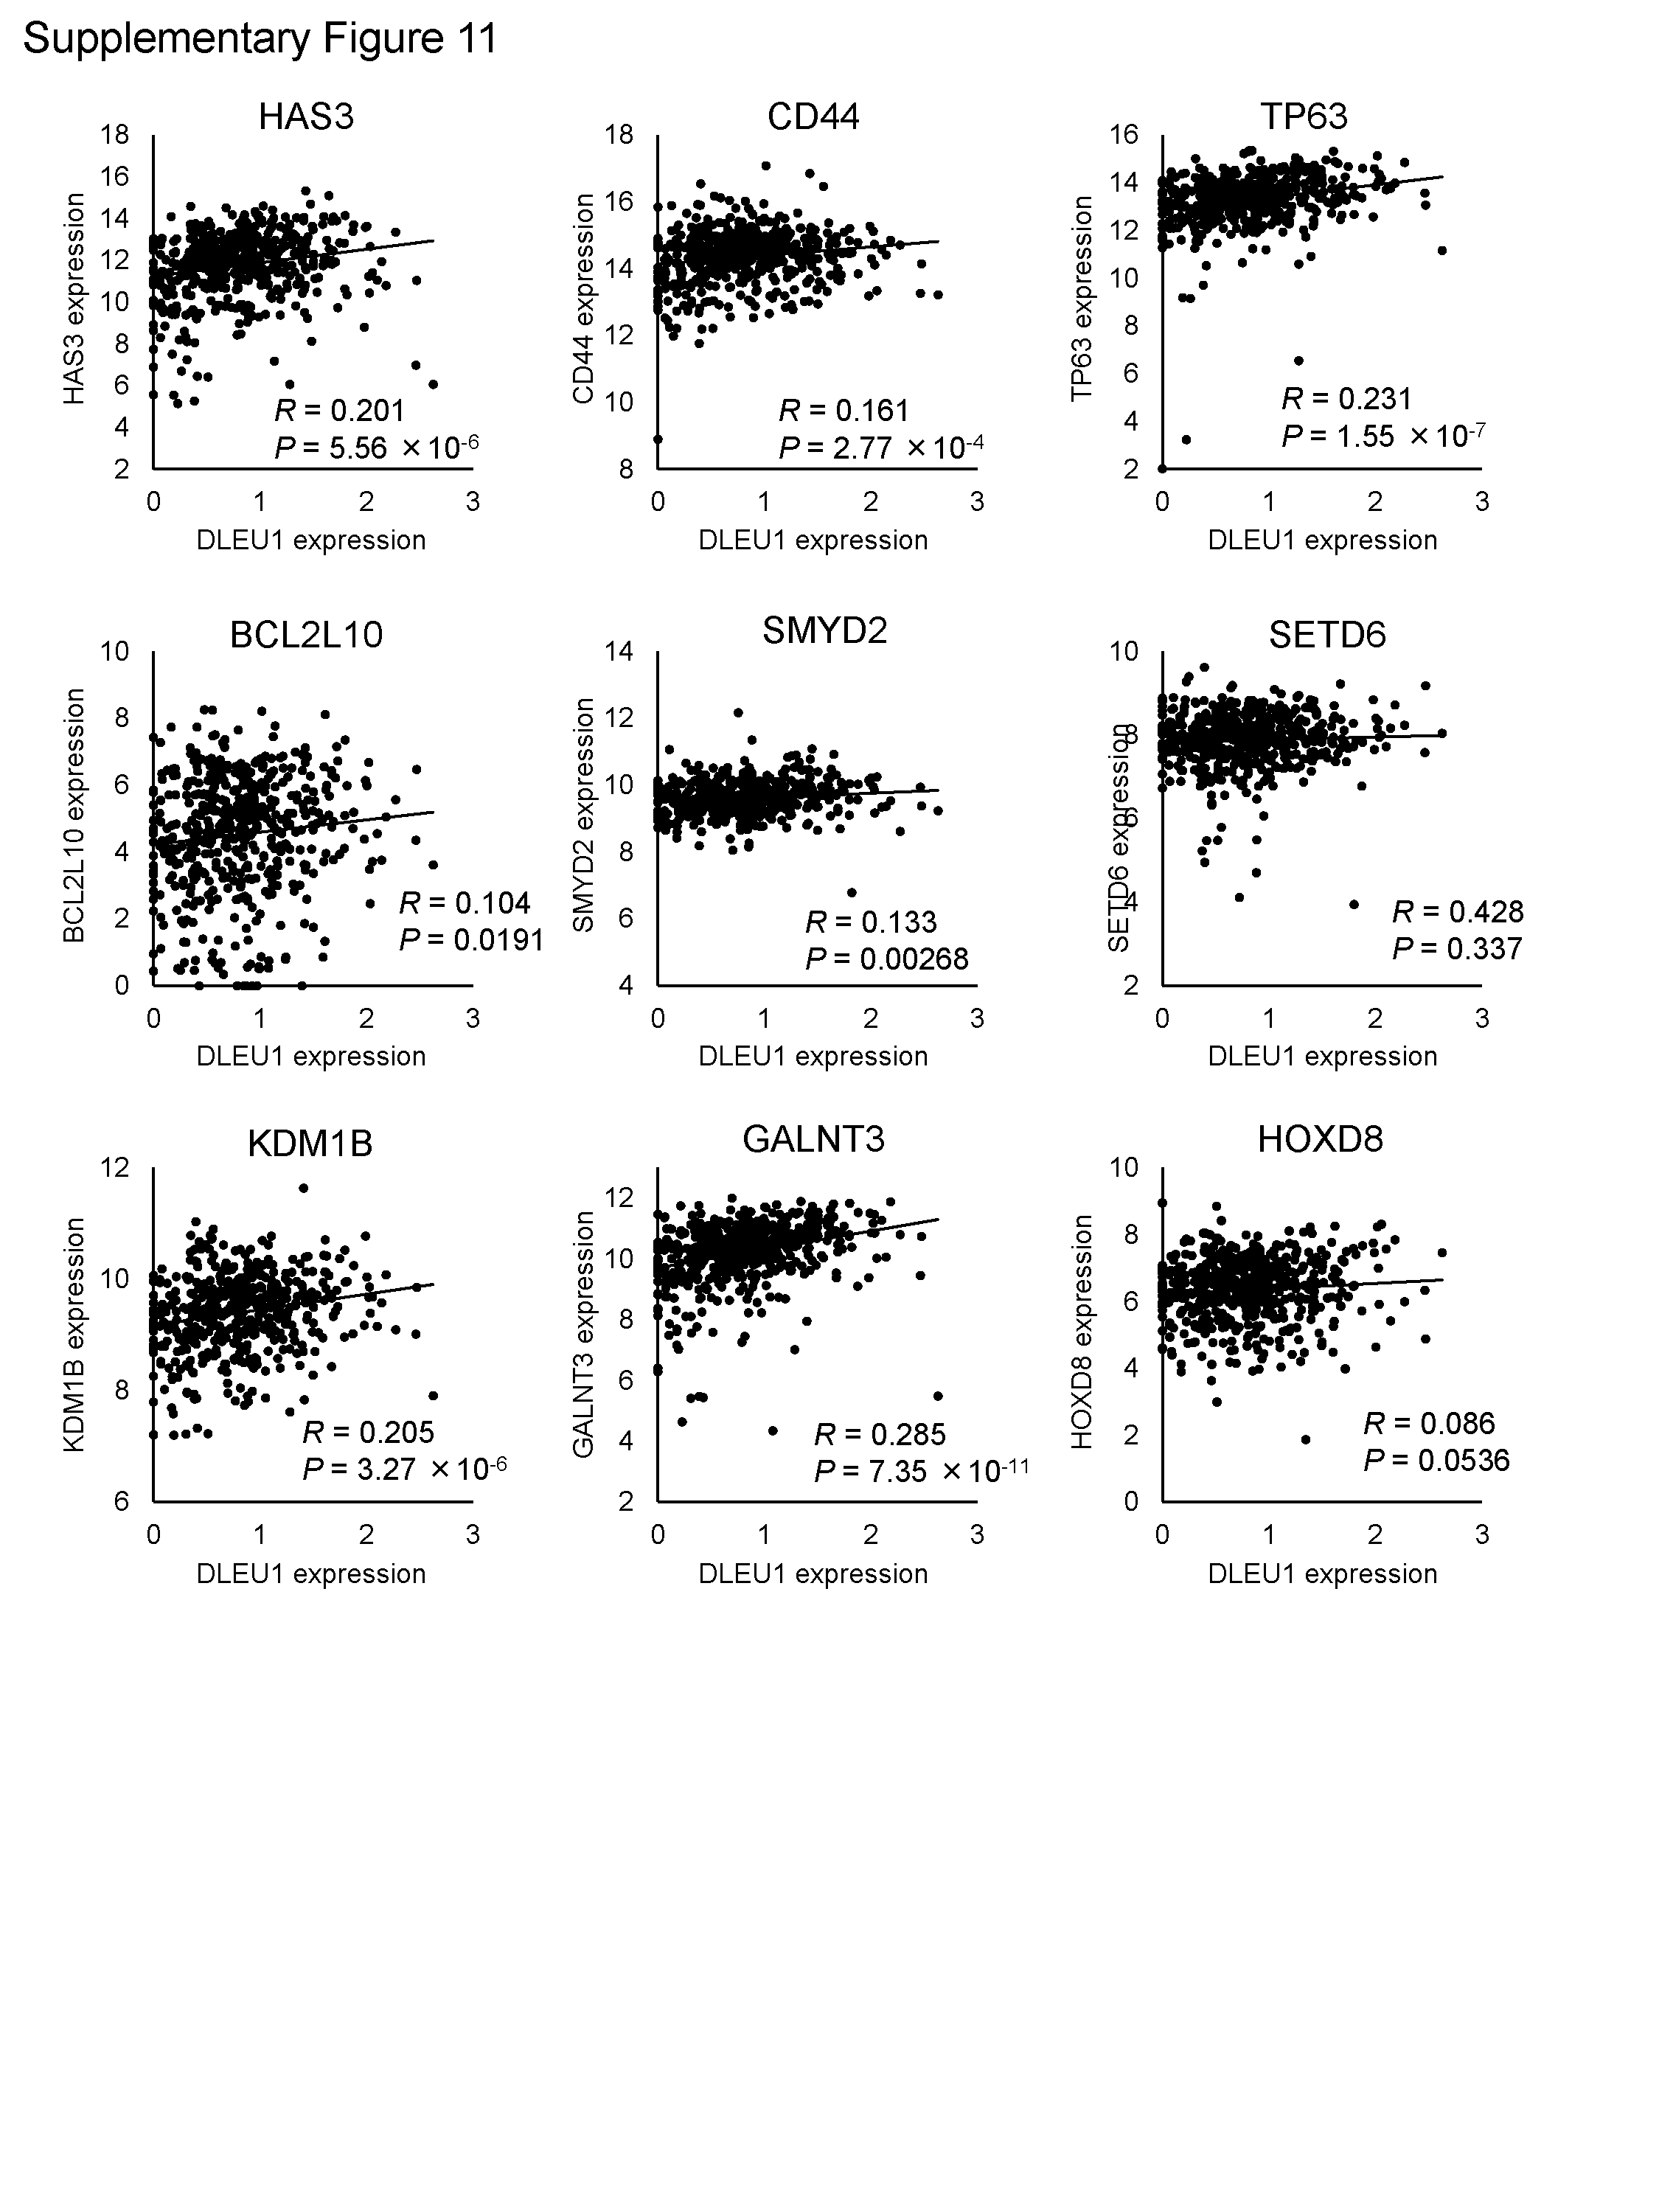

**Supplementary Figure 11**. Correlations between expression levels of DLUE1 and those of putative target genes in primary HNSCC in TCGA data sets. Pearson’s correlation coefficients and *P* values are shown.

How the deposited data were processed for this re-analysis (not part of the article)

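HSC-3, KON, and Ca9-22 cells were each transfected with siDLEU1-2 or siCtrl, and 1 one-color Agilent array was hybridized per line and siRNA, 6 arrays in all. The authors deposited the scanner output of Feature Extraction 10.7.3.1, in which each spot has an intensity. The processed signal used here is that intensity after the software's background subtraction and spatial detrending, on a linear scale and without normalization between arrays. The series table that the authors deposited holds the same intensity, rounded, with a largest difference of 0.497%. The paper names GeneSpring GX for its analysis, and its text does not name the normalization or the filter on dim probes. Probe coordinates are those of the files, on hg19.

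From these files, the log2 of the processed signal was taken, and the 75th percentile over the probes of each array was subtracted. Control spots and spots that the software marked as outliers were left out, and the spots of a probe were averaged, as 902 probes have 10 spots each. On an array, 50599 probes were measured, and the 55 probes without a usable spot on some array were not tested. No spot was saturated. A probe counted as well above background where at least 50% of its spots were, and 19956 probes were kept that were so on at least 1 of the 2 arrays of each line. The number of arrays limits the precision, since each line and siRNA has 1 array. Among 584 probes with 10 spots that were well above background on all arrays, the median SD of the spots within an array was 0.06 to 0.07 on the log2 scale, which covers error within an array only.

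Probes were counted as changed where the fold change within a line was over 2 in all 3 lines. limma 3.58.1 in R 4.3.3 was fitted with the siRNA and the cell line as terms (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes kept. The cell line is the block because both arrays of a pair come from 1 line. Deviations from the mean of each siRNA correlated within each pair at 0.83 in HSC-3, 0.81 in KON, and 0.82 in Ca9-22. An exact sign-flip test over 3 lines cannot give a two-sided p below 0.25, so none is given for single genes. The same test of the list medians was added after the data were seen. The code was run on 6 simulated arrays with the line means of the 19956 probes and limma's own estimates of their spread. The noise was normal and independent between probes, unlike real arrays. Of 200 probes changed by 1.5 on the log2 scale, limma called 190 (95.0%), and it called 17 unchanged probes. This checks the code and not the error rate on the real arrays. A heptamer was shifted by -0.6 on all probes holding it, in simulated data without other changes. The heptamer comparison ranked it first, which likewise checks only the code.

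The genes named in the text were chosen by a rule set before the data were examined. These are the genes the paper names for its arrays, Fig. 5c, and Supplementary Fig. 7, members of 4 gene families and 3 gene lists with a probe over 2-fold in all 3 lines, the 5 highest and 5 lowest called probes with a symbol, and the 5 probes with a symbol of the widest range among those changed in opposite directions. The probe in Supplementary Table 1 stands for a gene with several probes. Genes outside the rule are said to be so where they are named. Of 34423 gene names in the files, 20446 (59.4%) were found as a symbol or synonym in the RefSeq gene table of GRCh38.p14, which was used for names only. A probe not well above background on any array of a group has only a bound.

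The lists, for interferon-induced genes, G2/M genes, and genes near DLEU1 at 13q14, were tested with fry, and their members with limma. The gene families were tested with Fisher's exact test. The alternatives were quantile normalization, centering on the median or on the percentile of probes detected on all arrays, normexp background correction (offset 50), the authors' series table, other filters on dim probes, dim values raised to the detection floor, each cell line left out, no block, the methods' t-test, a 3-fold threshold, and the mean of all probes of a gene. They were set before the data were examined, except for a filter of probes well above background on at least 3 of 6 arrays, the search of probe sequences for heptamers with its regression on GC content and level, and the 8-mer. The heptamer comparison had been planned on 3' UTRs, and the limit of 20 probes per heptamer was set after the files were read. A block for slide was not fitted, since there is 1 slide. Gene ontology terms and 3' UTR sequences were not used here.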

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

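The comparison of heptamers was planned before the data were examined, for 3' UTRs, while the use of probe sequences and the limit of 20 probes per heptamer were set once the files were in hand, and the tests on GC content, on dim signal, and on the second probes were chosen only after the results were seen.

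Among the probes changed more than 2-fold in all 3 cell lines, 43 changed in opposite directions between lines. The difference between lines was not tested, since each line has 1 array per siRNA. The widest ranges of the log2 fold change over the lines were 8.55 for TP53I11, 7.51 for PLCB2, 5.99 for MYL7, 5.52 for DACT3, and 5.17 for UBD. TP53I11 was 2.40 in HSC-3, 1.40 in KON, and -6.15 in Ca9-22. Each of these 5 probes was not well above background on at least 1 array, so the ranges are inflated by dim values. Signal close to background was weighed in 2 parts. Of the 43 probes, 15 were well above background on all 6 arrays. With normexp background correction, these 15 kept opposite directions but only 2 of them stayed over 2-fold. That correction adds an offset of 50 to each signal, which shrinks fold changes, most for dim probes, whatever their cause. It therefore cannot decide whether signal close to background made their size. With 1 array per line and siRNA, there is no spread to set the size against. For the other 28 probes, 9 still changed more than 2-fold in opposite directions with dim values raised to the detection floor, and dim signal and a true difference between lines cannot be told apart for them. A difference between the lines, and variation between single transfections, stay open and were not tested.

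A signal appeared in probe sequences, which the paper does not analyse. The antisense strand of siDLEU1-2 is UUAAGUGCGAUAACCCCUGUA, and GCACTTA is the heptamer complementary to its positions 2 to 8, the seed through which small interfering RNAs can repress other transcripts. The median log2 fold change of the 57 probes that hold GCACTTA was lower by -0.59 than that of the 19899 probes without it, and by -0.47 in HSC-3, -0.67 in KON, and -0.69 in Ca9-22. Of 13033 heptamers found in at least 20 probes, GCACTTA had the lowest median, in each of the lines as well as in their mean. None of 10000 random lists of 57 probes matched on level had a median as low. The heptamer for the seed of siDLEU1-1, which was not on the arrays, differed by 0.0066, and that of the siDLEU1-2 sense strand by -0.02. GC content and level of the probes were argued against, since the difference was -0.57 after regression on both. Pairing of the siDLEU1-2 seed with transcripts of other genes is a candidate explanation for part of the decreases. Of the 57 probes, 12 (21.1%) were more than 2-fold lower in all lines, against 2.03% of the probes without the heptamer. By this measure the 2 comparison heptamers were not at the level of the other probes. The share was 6.06% (4 of 66 probes) for the siDLEU1-2 sense strand and 6.67% (3 of 45) for siDLEU1-1. Each compares with 2.07% of the probes without that heptamer, and both shares rest on few probes. The 12 probes with GCACTTA are a small part of the 416 lower probes, but 60 bases per probe leave most of each transcript unread. The share of decreases tied to the seed therefore stays open.

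The second CD44 probe, which the paper does not discuss, rose by a mean log2 fold change of 1.04 while the probe of Supplementary Table 1 fell. With normexp background correction the rise was 0.62, with 1.10 in HSC-3, 0.63 in KON, and 0.14 in Ca9-22. The offset of 50 in that correction shrinks changes of dim probes whatever their cause, so the background of the spots stays open. A shift between CD44 transcripts was not tested.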

How the results depend on the processing

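The filter of at least 3 of 6 arrays, the 8-mer, the search of probe sequences, the regression on GC content and level, and the exact sign-flip test of the lists were chosen after the data were seen, and the other alternatives before.

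The count of probes changed more than 2-fold in all 3 cell lines was 874. It was 399 with normexp background correction, of which 398 were among the 874, and 258 with a 3-fold threshold. With 1 line left out it was 1307 to 1377, since fewer lines have to pass. Under the other alternatives, it stayed within 1.5 times the main count. The count of probes in opposite directions, 43, was 4 with normexp background correction, 15 with the filter of all 6 arrays, 24 with dim values raised to the floor, 67 with the filter of at least 3 arrays, and 182 without a filter. With 1 line left out it was 56 to 66. Its size thus depends on how dim probes are treated. Without a filter, the median of all log2 fold changes was 0.14.

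The limma calls, 795 higher and 902 lower, depend on the pairing of the arrays by cell line. With no replicate block, limma called 0 higher and 0 lower, with 1357 probes at an unadjusted p below 0.05, and the methods' t-test called 0 and 0, with 1373. Without a filter on dim probes, limma called 0 and 0, with 6816 at an unadjusted p below 0.05. With the filter of at least 3 arrays it called 385 and 459. With 1 line left out, it called 0 to 127 higher and 0 to 117 lower, 0 without HSC-3 or KON and both highest counts without Ca9-22. Fewer arrays leave less to estimate the spread from. Under the other alternatives, both counts stayed within 1.5 times. The splits of the 6 arrays into groups of 3 number 10, of which 1, the real one, called as many probes. The 3 others that part all pairs called 0, with 204 to 322 probes at an unadjusted p below 0.05 against 5893. In these 3 the siRNA labels are swapped in 1 line, so an effect of the siRNA adds to the residual spread and lowers the counts. They are therefore no baseline for chance. With 10 splits the share is never under 0.1, so the splits alone cannot exclude chance.

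DLEU1 was lower under every alternative, and its size moved most with normexp background correction, to -2.69, still called. Its log2 fold change of -3.72 was -3.72 but no longer called without a filter (adjusted p = 0.141), with no replicate block (0.183), and with the methods' t-test (0.331). With 1 line left out, it lay between -3.87 and -3.54, with an adjusted p of 0.0467 to 0.103. Of the 38 other genes, 30 were called by limma, and 27 to 30 of these were called under each alternative normalization or background correction. None of them was called without a filter, with no block, with the methods' t-test, or without HSC-3 or KON, and 17 were without Ca9-22. None of the 30 changed direction. Calls were lost with quantile normalization for MMP1 (adjusted p = 0.0509), centered on the median for CASP10 (0.0541), with normexp background correction for KDM1B (0.0706), MAPK9 (0.0741), and AQP10 (0.0569), and with dim values raised to the floor for KDM1B (0.0701) and AQP10 (0.0829), all by limma. With the mean of all probes, CASP10, CCNL2, and MAPK9 were not called, and with the filter of at least 3 arrays 24 of the 30 were. OAS2 was called with normexp background correction (adjusted p = 0.0107 from limma) and with dim values raised to the floor (0.0214), and MMP15 with the filter of all 6 arrays (0.0452). Of the genes not called, IFIT2 ranged from -0.22 to 1.06 with 1 line left out, TP53I11 from -2.37 to 1.90, PLCB2 from -2.40 to 1.36, DACT3 from -1.59 to 1.17, and UBD from -1.60 to 0.99. DACT3 was 0.067 and UBD -0.71 with dim values raised to the floor, and UBD was -0.045 centered on the median and -0.75 with normexp background correction.

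The excess of matrix metalloproteinase and TIMP genes was past the threshold under every alternative run for the families, which leave out the 3-fold threshold and the mean of all probes. The odds ratio of the caspases was 0 centered on the median. That of the cyclin, CDK, and CDKN genes was 0.906 with normexp background correction and 3.28, past the threshold, without a filter (adjusted p = 0.0472). That of the MAPK genes was 0.749 with the filter of all 6 arrays and 0.739 to 1.496 with 1 line left out. The causes were not tested.

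The difference for the siDLEU1-2 heptamer, -0.59, lay between -0.70 and -0.59 with 1 line left out. It was -0.16 for the 6-mer and -0.90 for the 8-mer, and -0.018 and 0.0066 for the seeds of the sense strand and of siDLEU1-1. The alternatives that need 3' UTRs were not run. For the lists, only quantile normalization, normexp background correction, the series table, no block, other tests, and leaving out a line were run. Under these, the median of the interferon genes stayed below 0, and with 1 line left out it lay between -1.46 and -0.81. It passed fry's threshold only without Ca9-22 (p = 0.0364), where an exact sign-flip test over 2 lines cannot go below 0.5. The median of the G2/M genes was not past the threshold under any of these, and with 1 line left out it lay between -0.51 and -0.05. Without KON, 14 of the 15 G2/M genes were lower in HSC-3 and Ca9-22 (p = 0.0916 from fry, where the exact sign-flip test gives 0.5). The median of the genes near DLEU1, 0.02, passed fry's threshold only without HSC-3 (0.15, p = 0.0453 from fry, where the exact sign-flip test gives 0.5). In the interferon list, limma called 0 genes with no replicate block, over all probes or over the list alone. The 2 genes near DLEU1 called over the list alone were 0 with no replicate block and 0 with any line left out. Normexp background correction raised the calls over all probes from 0 to 2 near DLEU1, from 2 to 4 in the interferon list, and from 1 to 2 in the G2/M list. With quantile normalization, 1 interferon gene was called over all probes.

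Signal over background limits HOXD8, KDM1B, AQP10, and C11orf86 to bounds, and 289 of the 874 probes were not well above background on some array.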

Differences from the paper's values

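The count of probes in opposite directions between lines was 43, and Supplementary Table 1 of the paper holds 67. None of the alternatives set before the data were examined came within 1.5 times of the paper's count except leaving out a cell line, which changes the measure. With the filter of probes well above background on at least 3 of 6 arrays, chosen after seeing the values, the count was 67.

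The paper's text gives 963 probe sets and 814 unique genes, against 874 probes and 769 distinct gene names here, a difference within 1.5 times. Under the same filter chosen after seeing the values, the counts were 960 probes, all in Supplementary Table 1, and 846 names. Supplementary Table 1 itself holds 963 rows with 812 distinct names and 56 rows without one. Its fold changes differed from those computed here by at most 0.0012 on the log2 scale.

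The paper reports a decrease of HAS3 and CD44 after DLEU1 knockdown. The probes of Supplementary Table 1 were lower here too, by a mean log2 fold change of -4.24 for HAS3 and -3.15 for CD44. The paper also measured both genes by qRT-PCR and Western blot in HSC-3. Only the second probes, which were dimmer, differ. The second HAS3 probe had a mean log2 fold change of -0.30 and the second CD44 probe one of 1.04.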

Other observations

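The lists and the seed hypothesis were set before the data were examined, and the tests on the second HAS3 probe and on a rise of interferon genes, with the exact sign-flip tests, were chosen only after the results were seen.

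Among the 12 genes that the paper names for its arrays, Fig. 5c, and Supplementary Fig. 7, the SMYD2 probe alone holds GCACTTA, with the sequence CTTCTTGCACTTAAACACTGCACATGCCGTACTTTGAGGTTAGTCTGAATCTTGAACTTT. Others of the 12 probes with the heptamer that were more than 2-fold lower in all lines belong to WHSC1 (mean log2 fold change -2.76 ± 0.58, SD, n = 3 cell lines), ITGB4 (-2.73 ± 0.57), and HADHB (-1.91 ± 0.10), which are named here after their values were seen. The difference of -0.59 is consistent with off-target pairing of siDLEU1-2 as a hypothesis for SMYD2. Against it as the whole cause, Fig. 5c, in HSC-3, shows SMYD2 and the other genes moving the same way after siDLEU1-1, by less. The arrays hold siDLEU1-2 only, so effects of DLEU1 loss and of this siRNA cannot be separated on them. An array experiment with siDLEU1-1, or with a seed-matched control, would separate them.

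The highest of the 13033 heptamers by rank sum were GTGTGTG (182 probes, median log2 fold change 0.25, z 6.15) and GAATATA (93 probes, 0.26, z 5.01). GCACTTA, the lowest, had a z of -6.10, so the size of the rank sum alone does not set it apart from GTGTGTG. GTGTGTG and GAATATA were found by looking through all heptamers, and no explanation was tested. The sequence of the control siRNA was not used here.

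The second HAS3 probe was lower by little although it had room to fall. Its siCtrl signal lay 1.97 above the detection floor on the log2 scale on average, against a fall of 0.30, which argues against the floor as the reason. Of 218 genes with several probes and at least 1 over 2-fold in all lines, all probes passed for 65 (29.8%), another probe had a mean log2 fold change under 0.5 in size for 57, and probes had opposite mean directions for 25 (11.5%). A shift between transcripts was not tested.

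The interferon list did not rise as a whole after siDLEU1-2, as a response of the whole list to the siRNA would require. The median log2 fold change of its 12 genes was -1.17, with -0.84 in HSC-3, -0.57 in KON, and -2.39 in Ca9-22, and 7 genes were lower in all lines (p = 0.288 from fry and 0.418 from camera; exact sign-flip p = 0.25, the smallest that 3 lines allow). Among random lists this median lay at percentile 0. Random lists take genes as independent, while camera estimated a correlation of 0.83 between the genes of the list. IFI44 was called (-1.52 ± 0.68, SD, n = 3 cell lines; adjusted p = 0.0484 from limma), the OAS2 probe of Supplementary Table 1 with the highest signal was not (adjusted p = 0.0563), and IFIT2 went in opposite directions between lines. So did ISG15 (0.42 in HSC-3, 0.38 in KON, -0.54 in Ca9-22) and OASL (1.71, 0.59, -2.48), both outside the rule for genes to be named. With Ca9-22 left out, 3 genes were higher and 7 lower in HSC-3 and KON, so a rise of single genes there is not excluded. Of 2 other OAS2 probes, 1 was over 2-fold lower in all lines and called by limma (adjusted p = 0.0448) and 1 was not in HSC-3 (mean -2.57), and a second IFIT2 probe did not pass 2-fold in all lines. By limma, 2 genes of the list were called over all probes and 5 adjusted over the list alone. Both arms were transfected, and a response to the control siRNA was not tested.

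WEE1, which the paper measured by qRT-PCR, rose on the arrays by 1.38 in HSC-3, 1.53 in KON, and 1.23 in Ca9-22 (mean log2 fold change 1.38 ± 0.15, SD, n = 3 cell lines; adjusted p = 0.0247 from limma). The 15 G2/M genes had a median log2 fold change of -0.22, with -0.53 in HSC-3, 0.34 in KON, and -0.38 in Ca9-22 (p = 0.546 from fry and 0.651 from camera; exact sign-flip p = 0.5). Among random lists this median lay at percentile 1.85, with genes taken as independent (camera correlation 0.77). By limma, 1 gene was called over all probes and 1 adjusted over the list alone.

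Near DLEU1 at 13q14, 7 listed genes had a probe passing the filter, with a median log2 fold change of 0.02 (p = 0.867 from fry; exact sign-flip p = 0.75). RNASEH2B was higher (0.67 ± 0.16, SD, n = 3 cell lines) and RB1 lower (-0.54 ± 0.07), both outside the rule for genes to be named, each with an adjusted p of 0.0383 adjusted over the list alone by limma, and 0 genes were called over all probes (adjusted p = 0.0596 and 0.0761). With normexp background correction, 2 genes of the list were called over all probes.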
